# A low-carbohydrate ketogenic diet promotes ganglioside synthesis via the transcriptional regulation of ganglioside metabolism-related genes

**DOI:** 10.1038/s41598-019-43952-7

**Published:** 2019-05-20

**Authors:** Tetsuya Okuda

**Keywords:** Nutrition, Genetics research

## Abstract

Low-carbohydrate ketogenic diets (LCKDs) are used for treating obesity and epilepsy; however, the molecular mechanism of LCKDs in tissues has not been fully investigated. In this study, novel LCKD-associated molecular targets were explored using gene expression profiling in the liver of mice fed a LCKD. The result showed that the LCKD promoted the expression of glycosyltransferase genes involved in ganglioside synthesis and suppressed the expression of *Gm2a*, the gene encoding GM2 ganglioside activator protein, a lysosomal protein indispensable for ganglioside degradation. These changes were correlated with increased ganglioside content in the liver and serum. As gangliosides are mainly expressed in central nervous tissues, we also analyzed LCKD effect on cerebral cortex. Although ganglioside levels were unchanged in mice on the LCKD, *Gm2a* expression was significantly down-regulated. Further analyses suggested that the LCKD altered the expression levels of gangliosides in a limited area of central nervous system tissues susceptible to *Gm2a*.

## Introduction

In high-fat, low-carbohydrate ketogenic diets (LCKDs), glucose intake is limited, and fat is preferentially utilized by the body as the main energy source. This is associated with favorable effects with respect to lifestyle-related diseases, resulting in improvement of hyperglycemia and suppression of excessive insulin secretion^1,2^. Research using animal models has revealed that the underlying molecular mechanism of LCKDs involves changes in the metabolism of amino acids^3^, carbohydrates^4^, and lipids^2,4–8^ in the liver. Using hyperphagic obese (B6.Cg-*Lep*^*ob*^/J) mice, we established a LCKD feeding model suitable for evaluating the effects of the diet and reported that the LCKD alters the expression of various liver proteins^2,4^ and lipids^2,8^.

Gangliosides are glycosphingolipids containing sialic acids in the oligosaccharide (Fig. 1). Mammalian cells produce a wide variety of gangliosides that are characterized by their oligosaccharide structure and vary by cell species^9^. Monosialoganglioside GM3 is a major component of the mammalian ganglioside backbone, and a recent study revealed that humans harboring a mutation in *St3gal5* gene encoding α2,3-sialyltransferase 5/GM3 synthase, a key enzyme in GM3 synthesis, develop autosomal recessive infantile-onset symptomatic epilepsy syndrome^10^. Hereditary spastic paraplegia is known to be associated with mutations in the *B4galnt1* gene encoding β1,4-*N*-acetylgalactosyltransferase 1/GM2 synthase, a rate-limiting enzyme in the synthesis of gangliosides with long oligosaccharides (complex gangliosides) that are abundant in central nervous system tissues^11^. These findings indicate that deficiencies in complex gangliosides synthesized by GM3 synthase and GM2 synthase can trigger the onset of epileptic seizure disorder. In addition, abnormal insulin signaling has been observed in mutant mice with GM3 synthase and ganglioside deficiencies^12–14^, indicating that gangliosides modulate insulin signaling *in vivo*.

**Figure 1:**
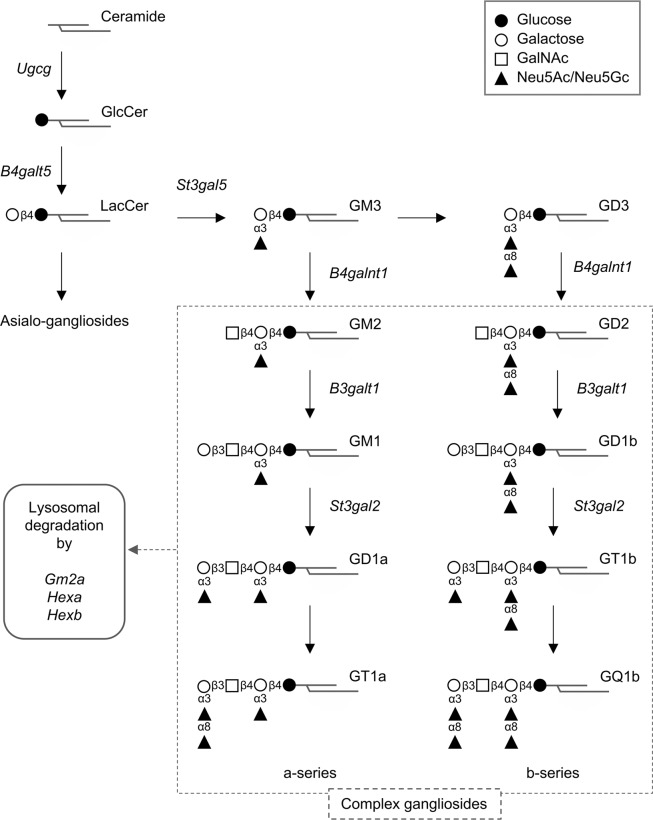
Schematic illustration of the mammalian ganglioside synthesis pathway. Genes encoding ganglioside metabolism-related proteins analyzed in this study are shown in *italics*.

In the present study, we examined the underlying molecular basis of LCKDs by profiling gene expression in the liver using our established LCKD (F3666, a particular LCKD for rodents)-fed mice. We found that the LCKD affected the expression of ganglioside metabolism-related genes. The LCKD promoted the expression of ganglioside glycosyltransferase genes, including *St3gal5* and *B4galnt1*, and suppressed the expression of *Gm2a*, which encodes the GM2 ganglioside activator protein (GM2AP), a lysosomal protein necessary for the degradation of complex gangliosides^15–17^. These changes in gene expression were correlated with ganglioside content in the liver and serum and resulted in an increase in ganglioside levels. We also analyzed the effects of the LCKD on gene expression in the cerebral cortex, a major tissue expressing gangliosides, and found a significant decrease in *Gm2a* expression. Although the change was not associated with ganglioside levels in cerebral cortex, this result raised a possibility that the diet altered ganglioside metabolism in a limited area of central nervous system tissues.

## Results

### Overall effects of the LCKD on expression of hepatic genes

B6.Cg-*Lep*^*ob*^/J mice fed a LCKD^2^ were used in this study. Our initial purpose was to analyze the effect of LCKD on improvement of the hyperglycemic phenotype of this mice at molecular levels^2^. As this mouse is known to apparently exhibit hyperglycemia in around 10 weeks old under being fed a diet of regular chow^18^, we used this duration (5–12 weeks) for the dietary experiment. We found that LCKD feeding efficiently improved hyperglycemic phenotype of female B6.Cg-*Lep*^*ob*^/J mouse during this duration^2^, thus we determined these as the experimental condition for this study. The primary phenotype in this model was improvement in the hyperglycemic phenotype in the B6.Cg-*Lep*^*ob*^/J mice and production of ketone bodies (β-hydroxybutyrate), whereas dietary intake and body weight gain were unchanged between chow-fed and LCKD-fed mice^2^. Supplementary Figures S1 and S2 detail the phenotypes of the mice used in this study, and all mice were confirmed as exhibiting these phenotypes. Hepatomegaly due to the accumulation of neutral fats, as observed in chow-fed mice, was suppressed in LCKD-fed mice as reported previously^2,8^. Compared to chow-fed mice, the liver weight and total amount of triglycerides decreased by less than 25% in LCKD-fed mice.

The liver was collected after 7 continuous weeks on the LCKD, and the expression levels of hepatic genes were comprehensively analyzed using an Agilent Expression Microarray. 

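Liver RNA from 3 chow-fed and 3 LCKD-fed mice was hybridized to 6 single-color arrays at 12 weeks of age, after 7 weeks on either diet. The authors' scanner files give the processed signal intensity of 59305 noncontrol spots per array, background-subtracted and de-trended within the array. Between 50.6 and 59.5% of the spots were well above background, and no spot was saturated. The methods name 1 version of the Feature Extraction software. The files give that version for replicate 3 of both diets, and an older one for replicates 1 and 2, which shared a slide. The processed signals were scaled to a trimmed mean of 2500 per array, as the methods describe, and taken to log2. A probe was kept when it was well above background on at least 3 of the 6 arrays, and the brightest kept probe stood for its gene, which left 13954 genes for a two-sided limma comparison of the diets. The number of arrays limits the precision of each value. Fold changes against a diet in which a probe was not above background on any array are given as the least fold over the background of those arrays.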

The data for all genes detected as certain signals were compared with data for mice fed regular chow (n = 3) and deposited in the NCBI Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE115342. The microarray analyses indicated that the LCKD induced a drastic change in hepatic gene expression. 

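Genes that break down amino acids were lower in the liver of LCKD-fed mice. The diets differed in protein (4.4% of calories in the LCKD and 29.2% in chow) as well as in carbohydrate and fat. Their effects on these or other genes cannot be told apart here. Of 27 genes of the urea cycle and amino acid catabolism, 19 were lower and 0 higher (20 lower and 0 higher when adjusted over the list alone). Among them, *Ass1*, an enzyme of the urea cycle, had a log2 fold change of -1.87 (adjusted p = 0.0020), and *Gls2*, the liver glutaminase, one of -1.89 (adjusted p = 7.9e-04). The group was called by limma's camera test (adjusted p = 1.8e-15), but not at the adjusted p = 0.779 with an estimated correlation. Of 26 genes of the amino acid response, which the transcription factor ATF4 drives, 16 were higher and 1 lower, with the same counts when adjusted over the list alone (camera adjusted p = 2.1e-06; adjusted p = 0.779 with an estimated correlation). The list holds *Asns* and *Psat1*, which the paper picked from these arrays. *Mthfd2*, a mitochondrial enzyme of folate metabolism, was at least 5.24-fold higher, and *Chac1*, which degrades glutathione, had a log2 fold change of 2.62 (adjusted p = 0.0025). The lower gene was *Cth*, which makes cysteine (-1.16, adjusted p = 0.021).

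Of 30 genes of fatty acid oxidation and ketogenesis, 12 were higher and 2 lower (16 and 3 when adjusted over the list alone). *Acot3*, a peroxisomal thioesterase, rose by a log2 fold change of 1.23, *Cpt1b*, which carries fatty acids into mitochondria, by 2.28 and *Bdh1*, which interconverts the ketone bodies, by 1.06. The lower genes were *Acox1*, the first enzyme of peroxisomal fatty acid oxidation (-0.56), and *Pdk4*, which inhibits pyruvate dehydrogenase (-1.23). Of 24 genes of cholesterol synthesis, 10 were lower and 0 higher, over all genes and when adjusted over the list alone, among them *Tm7sf2* (-2.26), *Pmvk* (-1.55) and *Ebp* (-0.83). Camera called the oxidation genes higher (adjusted p = 5.0e-04; adjusted p = 0.824 with an estimated correlation) and the cholesterol genes lower (adjusted p = 1.4e-08; adjusted p = 0.819 with an estimated correlation). Limma's fry test called the oxidation genes (adjusted p = 0.043) and not the cholesterol genes (adjusted p = 0.138). Of 12 genes of gluconeogenesis, 4 were lower and 1 higher (6 and 1 when adjusted over the list alone). The mitochondrial *Pck2*, also an ATF4 target, rose (2.31), while the aminotransferase genes *Got1* (-2.29) and *Tat* (-1.95), the serine dehydratase gene *Sds* (-2.21) and *G6pc*, which releases free glucose (-1.05), fell (camera adjusted p = 0.00127; adjusted p = 0.779 with an estimated correlation). The call of *G6pc* was near the threshold and passed under 11 of 21 other settings (adjusted p from 0.0036 to 0.134 in limma or the methods' test).

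Of 22 markers of Kupffer cells and macrophages, 7 were higher and 0 lower (8 and 0 when adjusted over the list alone), among them the scavenger receptor gene *Marco* (2.90, adjusted p = 0.0049) and *Cd68* (1.01, adjusted p = 0.0135). Their median log2 fold change was 0.88 (camera adjusted p = 1.6e-04; adjusted p = 0.819 with an estimated correlation). Of 15 hepatocyte markers, 2 were lower and 0 higher (2 lower and 1 higher when adjusted over the list alone; camera adjusted p = 0.0987).

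In all, 1200 genes were higher and 716 lower in LCKD-fed mice at an adjusted p under 0.05 from limma, or 62.6% of the calls in the higher direction. With each array scaled to its 75th percentile instead, the counts were 1187 and 1401, and the median log2 fold change of all genes was -0.015 in place of 0.104. Within the slide that held replicates 1 and 2, the counts were 726 and 331, and over all 6 arrays they were 2268 and 1200 with slide as a block and 1688 and 874 with the replicate number as a block.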

Genes exhibiting a marked change in expression (log^2^ ratio > 4 and <−4, *P* < 0.01) are listed in Table 1. Changes in the expression of these extracted genes were verified using real-time PCR with a greater number of samples (n = 6), and genes for which expression was strongly affected by the LCKD were identified (Fig. 2). The genes most strongly affected were those encoding *de novo* lipogenic enzymes for triglyceride synthesis, which previous research showed to be suppressed by LCKDs^5,7,19^. Among these genes, the expression of *Scd1* and *Scd3*, which encode fatty acid desaturases, and *Elovl6*, which encodes a fatty acid elongase, was strongly suppressed by the LCKD. In addition to the genes extracted from the microarray results, real-time PCR analyses also confirmed a significant suppression of expression of the *Acaca* gene, which encodes the rate-determining enzyme in the fatty acid synthesis pathway, and a tendency toward suppression of expression of *Fasn*, which encodes fatty acid synthase. 

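*Scd1* had the largest change of the genes tested in liver. Its log2 signal was 18.18 ± 0.05 in chow-fed and 7.81 ± 0.45 in LCKD-fed mice (SD, n = 3 each), a log2 fold change of -10.37 (standard error 0.22, adjusted p = 9.3e-06 from limma). *Elovl6* fell from 15.34 ± 0.08 to 11.17 ± 0.17 (SD, n = 3), a log2 fold change of -4.17 (standard error 0.13, adjusted p = 3.6e-05 from limma). For *Scd3*, 2 probes were kept, and they differed. The probe with the higher mean, which stood for the gene, had a log2 fold change of -0.14 (standard error 0.18, adjusted p = 0.627). The other probe measured 12.93 ± 0.38 in chow-fed mice (SD, n = 3) and was not above background in any LCKD-fed mouse, at least 175-fold lower (adjusted p = 0.0018 from limma over all probes).

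Of 26 genes of de novo lipogenesis, 15 were lower and 1 higher (19 and 1 when adjusted over the list alone). The list holds *Scd1*, *Scd3* and *Elovl6*, which the paper picked from these arrays, so its count is not independent evidence for them. *Fasn*, fatty acid synthase, had a log2 fold change of -3.06 (adjusted p = 0.0011), and *Acaca*, acetyl-CoA carboxylase, one of -1.50 (adjusted p = 0.0028). *Acacb*, the second acetyl-CoA carboxylase gene (-3.10, adjusted p = 1.7e-04), and *Acly*, which makes acetyl-CoA from citrate (-2.04, adjusted p = 7.0e-04), fell as well. A dimmer *Acacb* probe, above background in every mouse, gave -0.36 (adjusted p = 0.239 in limma over all probes), and the mean of the *Acacb* probes -1.73. The higher gene was *Scd4*, another stearoyl-CoA desaturase gene (0.50, adjusted p = 0.035), which passed under 11 of 21 other settings of the processing. The median log2 fold change of the list was -1.26 (camera adjusted p = 6.0e-16; adjusted p = 0.561 with an estimated correlation).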

Decreased levels of posttranslational products for these genes have been reported in this LCKD model^2,8^. As these lipogenic genes are targets of insulin^20^ and the LCKD decreases blood insulin levels, the down-regulation of these genes is primarily due to the LCKD-induced decrease in insulin levels. Expression levels of the *Nnmt* and *Asns* genes are also known to be affected by the LCKD^3,21^, and this was also observed in this analysis. The LCKD down-regulates the expression of *Nnmt*, which encodes nicotinamide methyltransferase, and up-regulates *Asns*, which encodes asparagine synthetase. 

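*Asns* rose from a log2 signal of 6.74 ± 0.23 in chow-fed to 13.48 ± 0.48 in LCKD-fed mice (SD, n = 3 each). Its log2 fold change was 6.75 (standard error 0.26, adjusted p = 9.0e-05 from limma), and every LCKD-fed mouse was above every chow-fed mouse. A second *Asns* probe was not above background in chow-fed mice and was at least 20.4-fold higher in LCKD-fed mice. *Nnmt* had a log2 fold change of -2.45 (standard error 0.62, adjusted p = 0.044 from limma), from 15.61 ± 0.45 in chow-fed to 13.15 ± 1.32 in LCKD-fed mice (SD, n = 3 each). The spread of *Nnmt* among LCKD-fed mice was wide, from 11.64 in replicate 1 to 14.05 in replicate 2. Its call was near the threshold: it passed under 11 of 21 other settings, with adjusted p from 0.0055 to 0.151, and not within the slide of replicates 1 and 2.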

Blood levels of liver-secreted hormone encoded by *Fgf21* also increase in animals fed a LCKD^5–7,22^, and a tendency toward up-regulation in LCKD-fed mice was indicated in the present study by real-time PCR analysis.

**Table 1:** Results of Agilent Expression Microarray analysis of hepatic gene expression in LCKD-fed mice.

Gene	Description	Log^2^ Ratio (LCKD/chow)	P-value
**Major genes**			
*Scd1*	stearoyl-CoA desaturase 1	−10.32	0.000001
*Scd3*	stearoyl-CoA desaturase 3	−8.9	0.002
*Dct*	dopachrome tautomerase	−4.99	0.00003
*Tmprss4*	transmembrane protease serine 4	−4.88	0.000001
*Elovl6*	fatty acid elongase 6	−4.16	0.000007
*Fut1*	fucosyltransferase 1	4.8	0.001
*Psat1*	phosphoserine aminotransferase	6.02	0.006
*Asns*	asparagine synthetase	6.79	0.006
**Genes for ganglioside metabolism**			
*Gm2a*	GM2 ganglioside activator protein	−1.28	0.0005
*Ugcg*	Glucosylceramide synthase	1.04	0.02
*St3gal5*	GM3 synthase	0.56	0.004
*B4galnt1*	GM2 synthase	0.22	0.04
*St3gal2*	GD1a synthase	1.64	0.01

Upper panel shows major genes for which expression strongly changed in mice fed a LCKD (log^2^ ratio > 4 and <−4, *P* < 0.01). 

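With a fitted log2 fold change above 4 or below -4 and an unadjusted p under 0.01 from limma, 8 genes were higher and 15 lower in the liver of LCKD-fed mice. Of these, 5 of the higher and 2 of the lower genes were at background in every mouse of a diet. With their least change over background in place of the fitted value, 4 higher and 13 lower genes remained. Besides the genes that the text describes, *Pcp4l1* had a log2 fold change of 5.54 (standard error 0.15, adjusted p = 1.9e-05), and its dimmer probe gave 2.98. *Slc38a5*, an amino acid transporter gene, was at least 10.1-fold higher, *Tcf24*, a transcription factor gene, at least 7.93-fold and *Radx*, a gene of DNA replication, at least 6.23-fold. *Gm6756* was at least 17.6-fold higher and was named after its values were seen.

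On the lower side stood *Cyp4a12a* (-4.39, adjusted p = 0.0066) and *Cyp4a12b* (-4.45, adjusted p = 0.0057), fatty acid hydroxylases that are higher in male than in female mice, and *Lrtm2*, at least 11.2-fold lower. *Pla2g4f*, a phospholipase gene, was at least 5.78-fold lower. For *Sult1e1*, the estrogen sulfotransferase gene (-7.17, standard error 1.50), *A1bg* (-6.17, standard error 1.41) and *Treh*, the trehalase gene (-4.79, standard error 0.96), 1 LCKD-fed mouse of the 3 was above background, and each passed under fewer than 13 of 20 other settings. *Tafa2*, *Slc10a2*, *Lrtm1* and *Gm32894* made up the rest with *Scd1*, *Elovl6*, *Tmprss4* and *Dct*, and *Lrtm1* did not pass when adjusted (adjusted p = 0.0501). The *Scd3* probe that fell is not the one that stood for its gene, so *Scd3* is not among the 15.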

Lower panel shows genes involved in ganglioside metabolism for which expression significantly changed (*P* < 0.05).

**Figure 2:**
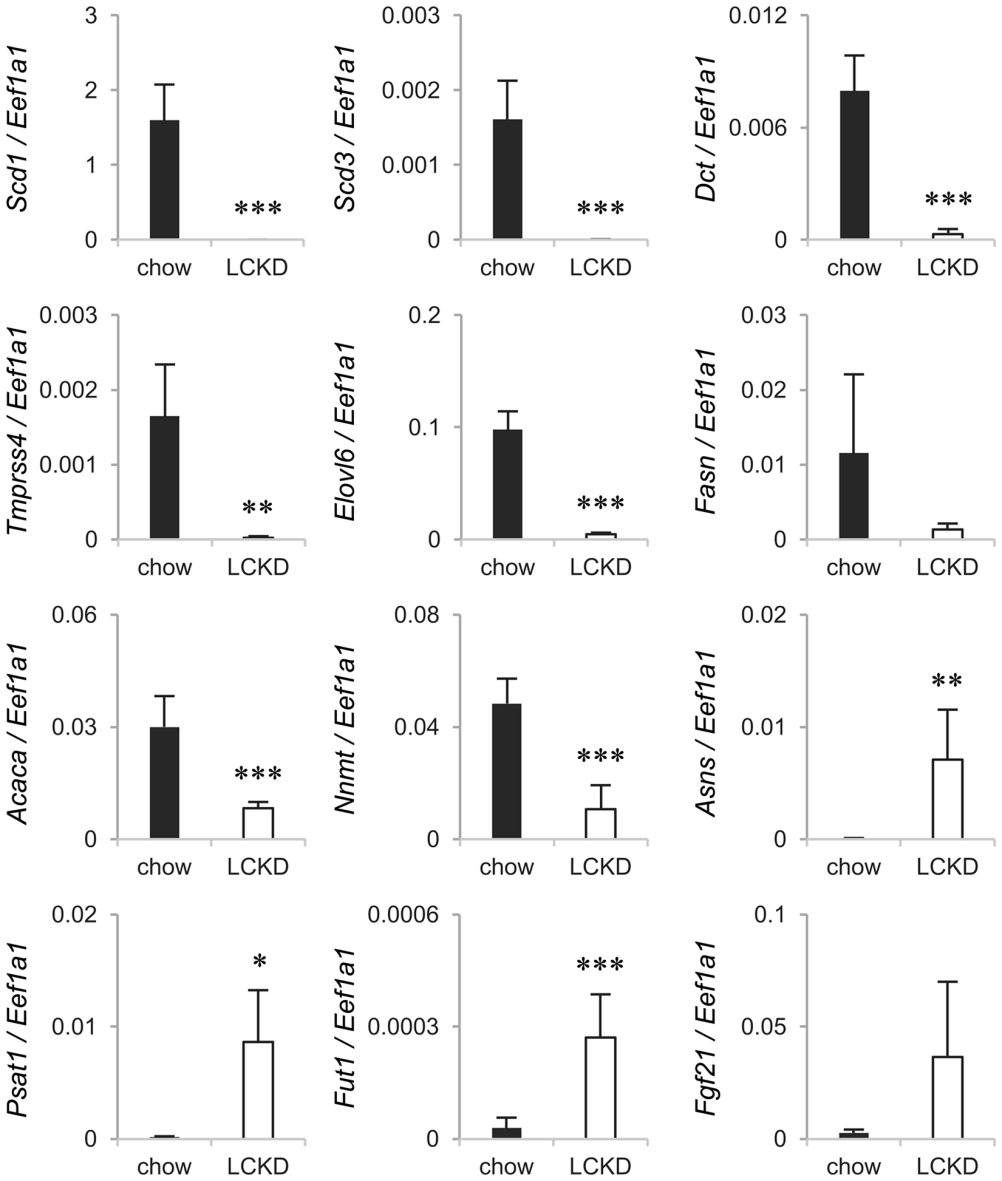
Real-time PCR analysis of the expression of major hepatic genes in LCKD-fed mice. Expression levels of the major hepatic genes that were found to be altered in LCKD-fed mice in this study (Table 1) and previous studies were analyzed by real-time PCR. Expression levels of target genes are shown as the ratio to the expression of the *Eef1a1* gene as an internal control. Closed bars, chow-fed group; open bars, LCKD-fed group. Error bars, mean ± S.D. (n = 6). *P < 0.05, **P < 0.01, ***P < 0.001 chow-fed group vs. LCKD-fed group.

In the present study, we identified several novel genes for which expression is strongly affected by the LCKD. Expression of *Tmprss4*, which encodes a serine protease (transmembrane protease, serine 4)^23^, and *Dct*, which encodes the enzyme dopachrome tautomerase involved in tyrosine metabolism and melanin synthesis^24^, was strongly suppressed by the LCKD. By contrast, expression of *Psat1*, which encodes serine aminotransferase, and *Fut1*, which encodes fucosyltransferase 1 involved in synthesis of the blood group H (O) antigen^25^, was strongly enhanced by the LCKD. 

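*Tmprss4* fell from a log2 signal of 10.50 ± 0.05 in chow-fed to 5.53 ± 0.62 in LCKD-fed mice (SD, n = 3 each), a log2 fold change of -4.97 (standard error 0.29, adjusted p = 7.3e-04 from limma). It was above background in 2 of the LCKD-fed mice. *Dct* fell from 13.81 ± 0.10 to 8.09 ± 1.87 (SD, n = 3 each), a log2 fold change of -5.73 (standard error 0.83, adjusted p = 0.0086 from limma). The LCKD-fed mice spread from 6.28 to 10.01 for *Dct*, all below the chow-fed mice, which lay between 13.73 and 13.92. A second *Dct* probe, above background in every mouse, gave -0.53 (adjusted p = 0.0806 in limma over all probes), and the mean of the *Dct* probes -3.13. *Dct* passed under 18 of 21 other settings, and not within the slide of replicates 1 and 2 (adjusted p from 2.6e-04 to 0.0674 over the settings).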

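*Psat1*, an enzyme of serine synthesis, rose from a log2 signal of 5.94 ± 0.70 to 12.02 ± 0.51 (SD, n = 3 each), a log2 fold change of 6.08 (standard error 0.39, adjusted p = 7.9e-04 from limma). It was above background in 2 of the 3 chow-fed mice. *Phgdh*, which catalyzes the step of the same pathway before it, had a log2 fold change of 3.84 (adjusted p = 0.015). *Fut1* reached 9.00 ± 0.29 (SD, n = 3) in LCKD-fed mice and was not above background in any chow-fed mouse, at least 10.6-fold higher (adjusted p = 9.8e-04 from limma). It was the only one of 4 fucosyltransferase genes measured in liver that passed, over all genes and when adjusted over the list alone (median log2 fold change of the 4, 0.17; camera adjusted p = 0.381), and the paper picked it from these arrays.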

The *Tmprss4*, *Dct*, and *Psat1* genes are thought to regulate cellular levels of the glycogenic amino acids serine and tyrosine and contribute to gluconeogenesis in the liver of LCKD-fed mice. Fucosyltransferase 1 catalyzes the α1,2-fucosylation of the oligosaccharides of glycosphingolipids and glycoproteins and generates the blood group H (O) antigen^25,26^. As fucosylated glycosphingolipids were not detected in the present study, *Fut1* might be involved in the synthesis of fucosylated glycoproteins in the liver.

### Effects of the LCKD on expression of ganglioside metabolism-related genes in the liver

We noted that among the genes extracted by the microarray analysis, LCKD affected the expression levels of various ganglioside metabolism-related genes, including *St3gal5* and *B4galnt1*. Mutations in *St3gal5* and *B4galnt1* are associated with inherited epileptic seizure disorders in humans^10,11^, suggesting that these genes play roles in the LCKD-associated suppression of epilepsy^1^. We therefore focused on changes in the expression of ganglioside metabolism-related genes in this study. Microarray analyses showed that the LCKD significantly up-regulated the expression of the ganglioside glycosyltransferase genes *Ugcg*, *St3gal5*, *B4galnt1*, and *St3gal2*, which encode ceramide glucosyltransferase^27^, GM3 synthase^28–30^, GM2 synthase^31^, and α2,3-sialyltransferase 2/GD1a synthase^32^, respectively (Table 1). By contrast, LCKD suppressed the expression of *Gm2a*, which encodes GM2AP^15,16^, a lysosomal protein indispensable for complex ganglioside degradation. 

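*St3gal2* rose in the liver of LCKD-fed mice from a log2 signal of 7.61 ± 0.18 to 9.23 ± 0.38 (SD, n = 3 each), a log2 fold change of 1.62 (standard error 0.21, adjusted p = 0.0062 from limma). *St3gal5* rose from 13.98 ± 0.12 to 14.54 ± 0.11 (SD, n = 3 each), a log2 fold change of 0.56 (standard error 0.12, adjusted p = 0.030 from limma). *B4galnt1* had a log2 fold change of 0.48 (standard error 0.18), which did not pass the test (adjusted p = 0.121). For *Ugcg* the log2 fold change was 0.53 (standard error 0.27, adjusted p = 0.227), and 2 dimmer probes of *Ugcg* gave 1.01 and 1.11 (adjusted p = 0.0653 for both in limma over all probes).

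Of the 13 genes of ganglioside synthesis measured in liver, 2 were higher and 0 lower (2 higher and 1 lower when adjusted over the list alone). The lower gene was *St3gal1*, a sialyltransferase gene (-0.86, adjusted p = 0.0534 over all genes). The median log2 fold change of the list was -0.23 (camera adjusted p = 0.424), so its members went both ways, and the paper chose 4 of them on these arrays. *B4galt5* (-0.16) and *B3galt1* (-0.26) did not pass. Among 8 genes of sialic acid supply, *Gne*, its rate-limiting enzyme (0.67, and 0.19 at a dimmer probe), and *Renbp* (2.05) were higher and *Nans* (-0.76) was lower (2 higher and 2 lower when adjusted over the list alone; camera adjusted p = 0.758).

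*St3gal2* passed under 19 of 21 other settings (adjusted p from 9.9e-05 to 0.0946), and not with the test named in the methods when adjusted over all genes. The paper's table names no such adjustment. The authors' own test on linear signals gave *St3gal2* p = 0.012 and q = 0.032. That q stands among 2270 probes selected for an absolute log2 ratio above 1, and is no adjustment over all genes. The test on linear signals, adjusted over all genes here, did not call *St3gal2* either. *St3gal5* passed under 11 of 21 (adjusted p from 0.0020 to 0.122), and not with 75th percentile scaling or within the slide of replicates 1 and 2. *B4galnt1* passed under 4 of 21 (adjusted p from 0.0090 to 0.306), among them the slide block and the replicate block, and *Ugcg* under 0 of 21 (adjusted p from 0.0675 to 0.493).

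**Figure D1:**
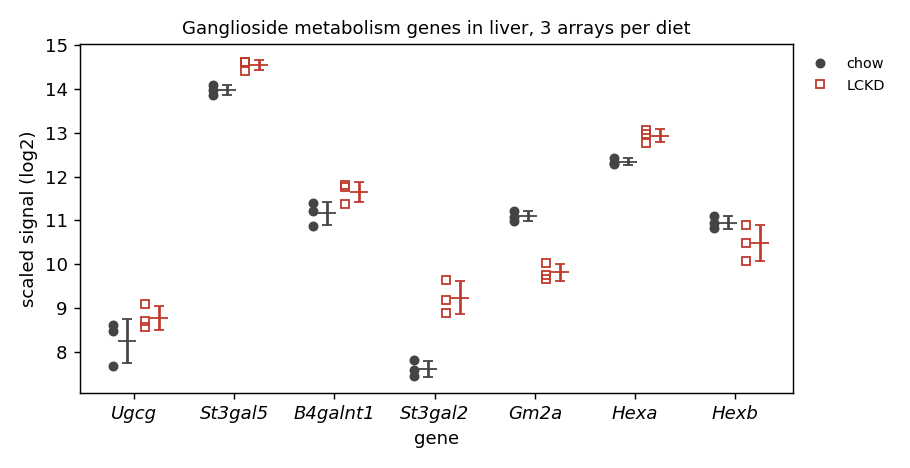
Scaled signal (log2) of 7 ganglioside metabolism genes in liver, 1 point per mouse, with the mean and SD of 3 chow-fed and 3 LCKD-fed mice per gene. The points of *St3gal5* and *St3gal2* lie higher in each LCKD-fed mouse than in each chow-fed mouse, and those of *B4galnt1* and *Ugcg* overlap between the diets.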

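*Gm2a* fell from a log2 signal of 11.10 ± 0.12 in chow-fed to 9.81 ± 0.19 in LCKD-fed mice (SD, n = 3 each), a log2 fold change of -1.28 (standard error 0.14, adjusted p = 0.0037 from limma). It was lower in each LCKD-fed mouse than in each chow-fed mouse, by -1.19 on the slide of replicates 1 and 2 and by -1.47 on the slide of replicate 3. With slide as a block the adjusted p was 0.0053, and with the replicate number as a block 0.0086. All 21 other settings kept the call (adjusted p from 2.7e-05 to 0.0353).

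Of 15 genes of ganglioside degradation measured, 3 were higher, *Gm2a* alone was lower and 11 did not pass (6 higher and 1 lower when adjusted over the list alone), with a median log2 fold change of 0.26 (camera adjusted p = 0.406). The higher genes were *Hexa*, a subunit of the hexosaminidase that GM2AP assists (0.60, adjusted p = 0.026), *Ctsa*, which protects lysosomal sialidase (1.03, adjusted p = 0.012), and *Asah1*, acid ceramidase (0.48, adjusted p = 0.048). *Hexb*, the second subunit, had a log2 fold change of -0.46 (adjusted p = 0.190). Of 24 lysosomal genes, 5 were higher and 0 lower (5 and 1 when adjusted over the list alone; camera adjusted p = 0.424), among them *Cd63* (2.24), *Ctsz* (0.84) and *Ctss* (1.03). The macrophage markers *Cd14* (1.00, adjusted p = 0.0076) and *Aif1* (1.05, adjusted p = 0.011), whose cells are rich in lysosomes, were higher in the same mice. *Hexa* passed under 13 of 21 other settings and *Asah1* under 8 of 21.

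From the changes in *St3gal5*, *St3gal2* and *Gm2a*, the paper proposes that the LCKD increased the gangliosides of the liver. Real-time PCR with more mice found these genes changed as well. The paper also measured the gangliosides by HPLC, where those of the liver rose on the LCKD, apart from GD1a.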

GM2AP degrades complex gangliosides in lysosomes in cooperation with β-hexosaminidase A, a product of the *Hexa* and *Hexb* genes^17^. Figure 1 illustrates how these genes are involved in ganglioside metabolism in mammalian cells. Real-time PCR analyses to confirm the microarray results with a greater number of samples (Fig. 3) revealed significant up-regulation of the expression of *St3gal5* and *St3gal2* and down-regulation of *Gm2a*. The expression levels of *St3gal2* and *Gm2a* also changed significantly, even when assessed as *Actb* or *Gapdh* ratios. Real-time PCR analysis of the expression levels of *B4galt5*, *B3galt1*, *Hexa*, and *Hexb*, which are involved in the metabolism of gangliosides (Fig. 1), revealed no changes.

**Figure 3:**
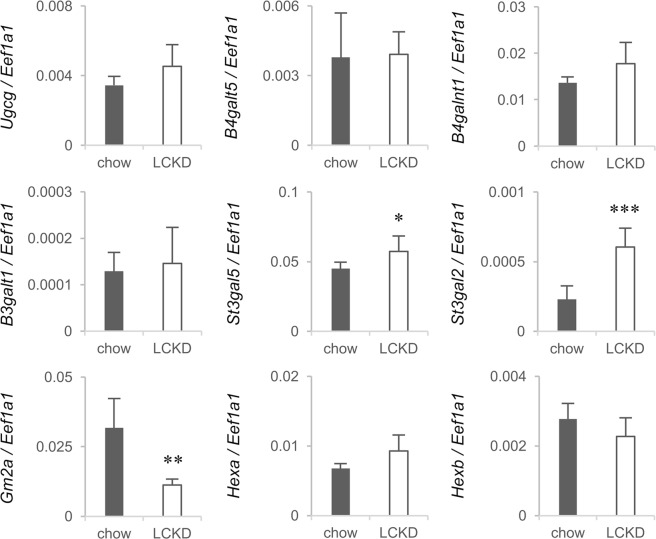
Real-time PCR analysis of the expression of ganglioside metabolism-related genes in the liver of mice fed regular chow or a LCKD. Expression levels of target genes are shown as the ratio to the expression of *Eef1a1* as an internal control. Closed bars, chow-fed group; open bars, LCKD-fed group. Error bars, mean ± S.D. (n = 6). *P < 0.05, **P < 0.01, ***P < 0.001 chow-fed group vs. LCKD-fed group.

### Effect of the LCKD on ganglioside content in the liver and serum

Changes in the expression levels of *St3gal5*, *St3gal2* and *Gm2a* were suggestive of increased expression of liver gangliosides. Our previous results obtained by thin-layer chromatography of hepatic lipids in this model mouse showed LCKD effect on the expression of the liver gangliosides^8^, which supported this idea. However, ganglioside has diversity in its oligosaccharide structure, and a number of genes regulate the structural diversity of gangliosides. Previously, we used crude preparations of liver gangliosides for analysis^8^. Thus, we couldn’t verify the relationship between expression change of each genes and corresponding ganglioside synthesis in liver. In the current study, in order to clarify the relationship, we performed HPLC analysis to show more detail alteration of each molecular species of liver gangliosides. Thus, we analyzed hepatic gangliosides using a semi-quantitative HPLC approach with an oligosaccharide fluorescent labeling method (Fig. 4). In this analysis, the ceramide portion of the gangliosides was removed using *Rhodococcus triatomea* endoglycoceramidase I (EGCase I)^33^, which catalyzes the hydrolysis of the β-glycosidic linkage between oligosaccharides and ceramides in various glycosphingolipids. The released oligosaccharides were then sequentially labeled with anthranilic acid (2-AA). The 2-AA-labeled oligosaccharides were analyzed by HPLC, with the fluorescence intensity of the 2-AA serving as a measure of the amount of each ganglioside. These analyses indicated that the gangliosides contained GM2 as the primary component and GM3, GM1, and GD1 as minor components. The gangliosides primarily contained Neu5Gc as the sialic acid (shown as GM2-Gc, GM3-Gc, and GM1-Gc), but Neu5Ac was also detected. Collectively, these analyses indicated that the LCKD induced an increase of >3-fold in the expression of all hepatic gangliosides except GD1a. As gangliosides produced in the liver are secreted into the blood, we also analyzed the serum ganglioside content by HPLC. GM2-Gc, GM1-Gc, and GD1a were detected in the serum, and levels of GM1-Gc and GD1a were significantly increased in mice fed the LCKD. These results indicate that up-regulation of *St3gal5* and *St3gal2* by LCKD promotes synthesis of GM3 and GD1a respectively, and down-regulation of *Gm2a* promotes increase of GM2 and its derivatives in liver.

**Figure 4:**
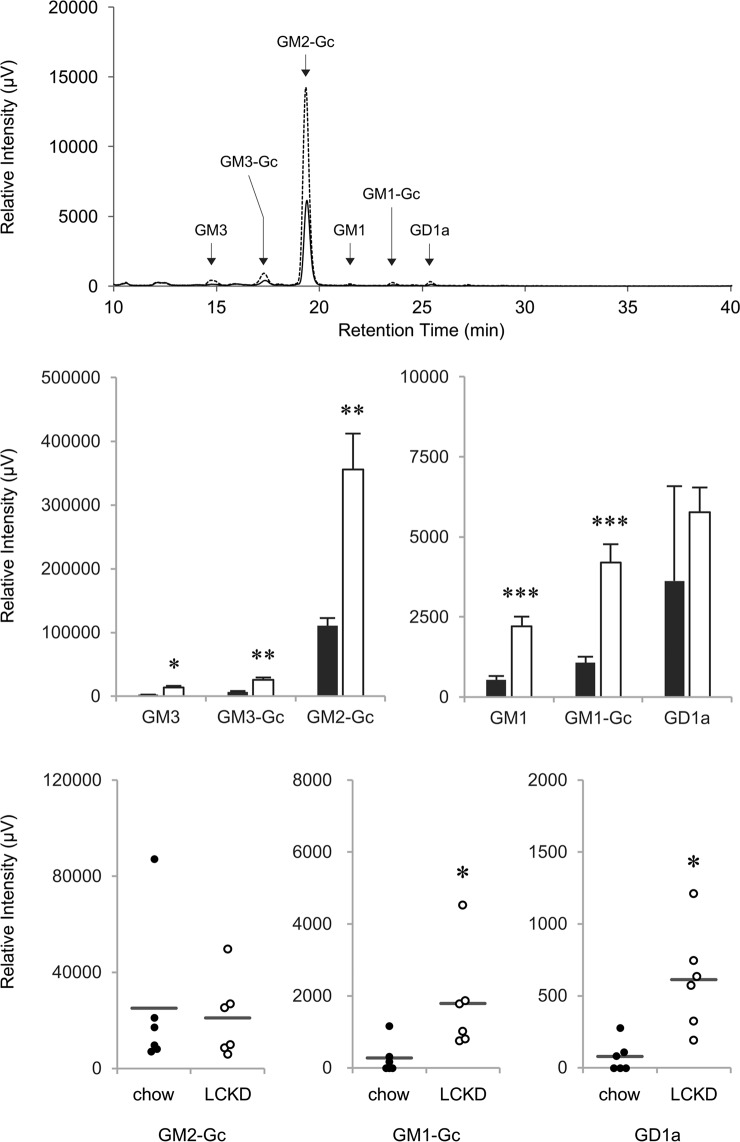
HPLC analysis of ganglioside levels in liver and serum of LCKD-fed mice. Representative HPLC chromatogram of gangliosides purified from the liver using an oligosaccharide fluorescent labeling method (upper panel). Solid line, gangliosides from chow-fed group; dotted line, gangliosides from LCKD-fed group. Samples equivalent to gangliosides purified from 1.5 mg of tissue were analyzed. The elution times of standard 2-AA oligosaccharides are indicated by arrows. Relative levels of gangliosides in mouse liver were calculated based on the peak area (μV∙sec) of each 2-AA oligosaccharide in the HPLC analysis (middle panels). Closed bars, chow-fed group; open bars, LCKD-fed group. Error bars, mean ± S.D. (n = 3). *P < 0.05, **P < 0.01, ***P < 0.001 chow-fed group vs. LCKD-fed group. Relative levels of gangliosides in mouse serum were determined based on the peak area (μV∙sec) of each 2-AA oligosaccharide in the HPLC analysis (lower panels). Data from individual samples are plotted. Closed circles, chow-fed group; open circles, LCKD-fed group. Error bars, mean ± S.D. (n = 6). *P < 0.05 chow-fed group vs. LCKD-fed group.

### Effect of the LCKD on the expression of cerebral cortex genes

As gangliosides are mainly expressed in central nervous tissues, we also analyzed the effect of the LCKD on gene expression in the cerebral cortex using the Agilent Expression Microarray. 

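Cortex RNA from 3 chow-fed and 3 LCKD-fed mice was measured on 6 arrays of the same kind. Cortex arrays had 61.5 to 66.0% of spots well above background and no saturated spot. Scaling, the choice of 1 probe per gene and the filter were those used for liver, and 16259 genes were tested with limma. Replicate numbers were shared between the diets and with the slides, as in liver. In cortex the deviations of a chow-fed and an LCKD-fed mouse with the same number, each from the mean of its diet, were correlated across genes (0.44, 0.27 and 0.54 for replicates 1, 2 and 3; genes are not independent replicates), so a fit with the replicate number as a block was also made. Transcripts typical of liver differed between the cortex arrays. Among genes above background on every liver array and on at most 3 cortex arrays, the 100 brightest in liver were looked up after the data were seen. Of these, 41 were above background in chow replicate 3, 36 in LCKD replicate 2 and 16 in LCKD replicate 3, and at most 4 in each of the others. At its liver probe, *Alb*, the albumin gene, measured 9.52, 9.02 and 8.42 (log2) on those 3 arrays and 4.40 or less on the others.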

The cerebral cortex was isolated from whole brain as described in the *Methods*. The hippocampal region was left in the cerebral cortex to ensure a certain amount of tissue for ganglioside analysis. The resulting data were deposited in the GEO under accession number GSE115342. The analysis showed that changes in gene expression in the cerebral cortex mediated by the LCKD are relatively small when compared with those in the liver. 

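In the cortex of LCKD-fed mice no single gene passed the test, while in liver *Scd1*, *Asns* and *Psat1* changed by large factors. The median absolute log2 fold change of the genes measured in both tissues was 0.0652 in cortex and 0.260 in liver. *Scd1* differed most between the tissues, with a log2 fold change in liver minus cortex of -10.18 (standard error 0.25, adjusted p = 5.0e-09 from limma's test of the interaction). In cortex its own log2 fold change was -0.19. Differences in the other direction included those of *Asns* (6.77, adjusted p = 5.2e-07), *Psat1* (5.98, adjusted p = 3.5e-05) and *Pcp4l1* (5.29, adjusted p = 7.4e-08). In all, the diet effect differed between liver and cortex for 1702 of 13157 genes at an adjusted p under 0.05, with a value higher in liver for 1150 and lower for 552. The balance of directions depended on the scaling: these numbers were 812 and 951 with 75th percentile scaling and 792 and 648 with quantile normalization, and the median of all genes was 0.15 against -0.02 with 75th percentile scaling.

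Of the 16259 genes tested in cortex, limma called 0 higher and 0 lower at an adjusted p under 0.05. At an unadjusted p under 0.05, 252 were higher and 646 lower, where chance alone gives 813 in all (367 and 272 with 75th percentile scaling, 333 and 296 with quantile normalization). They were 411 and 1138 (1549 in all) with the replicate number as a block. With slide as a block they were 401 and 1336 (1737 in all), and 0 genes passed when adjusted in either fit. Both totals were above 813, but that is an average, and correlated genes spread widely around it. Other splits of the cortex arrays, without a block, gave 142 to 3152, and none was run with a block. The blocked totals are therefore not shown to exceed chance. The test named in the methods called 0 genes when adjusted as well. With single arrays left out, the total at an unadjusted p under 0.05 ranged from 462 (without LCKD replicate 2) to 2408 (without LCKD replicate 3). Within the slide of replicates 1 and 2 it was 2400. Among the genes with the smallest p were *Tppp3* (0.37) and *Apod*, an apolipoprotein gene (0.32), on the higher side and *Rspo2*, a Wnt pathway gene (-0.39), on the lower side, none passing (adjusted p = 0.865).

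No list of genes was called in cortex with an estimated correlation. That setting called 0 lists in liver as well, where its smallest adjusted p was 0.561, for lipogenesis, so it could not set lists apart. Limma's fry test called the pituitary hormone genes and cholesterol synthesis in cortex (adjusted p = 0.035 for both). Of 24 genes of cholesterol synthesis, 0 passed, also when adjusted over the list alone, and their median log2 fold change was -0.14 (camera adjusted p = 4.3e-06; adjusted p = 0.173 with an estimated correlation). *Hsd17b7* (-0.24) and *Hmgcs1* (-0.21) had the smallest p. Of 19 genes of ketone and glucose use, 0 passed over all genes and 4 were higher when adjusted over the list alone, among them *Hmgcs2*, the rate-limiting enzyme of ketogenesis (0.65), and *Txnip* (0.38) (median 0.01; camera adjusted p = 0.0217; adjusted p = 0.336 with an estimated correlation). Markers of the thalamus, which lies outside the dissected region, had a median log2 fold change of 0.37 in the same samples (camera adjusted p = 2.4e-13; adjusted p = 0.204 with an estimated correlation).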

Obvious changes (log^2^ ratio < −4, *P* < 0.01) were observed only for the genes *Prl* and *Gh* (Table 2), which encode the pituitary hormones prolactin and growth hormone, respectively, and are known to be expressed in the cerebral cortex^34,35^. 

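*Prl* had a log2 signal of 10.40 ± 0.49 in the cortex of chow-fed and 4.92 ± 1.96 in that of LCKD-fed mice (SD, n = 3 each), where it was above background in 1 mouse. Its log2 fold change was -5.47 (standard error 0.97, adjusted p = 0.865 from limma). *Gh* measured 7.20 ± 0.61 in chow-fed mice (SD, n = 3) and was not above background in any LCKD-fed mouse, at least 5.28-fold lower (adjusted p = 0.248 from limma). Both genes were lower in each LCKD-fed mouse than in each chow-fed mouse, and neither passed when adjusted over all genes.

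Of the other hormone genes of the pituitary gland none passed over all genes. *Cga*, the shared subunit of the glycoprotein hormones, was at least 1.69-fold lower and, like *Gh*, above background in each chow-fed mouse and in 0 LCKD-fed mice. *Pomc*, the gene of the precursor of corticotropin, had a log2 fold change of -1.47. *Lhb*, a subunit of luteinizing hormone, stayed at -0.03. Of these 5 genes 4 were lower when adjusted over the list alone and 0 over all genes, with a median log2 fold change of -1.47 with *Gh* and *Cga* at their bounds (camera adjusted p = 1.6e-07; adjusted p = 0.173 with an estimated correlation). In 4 of the 5, each LCKD-fed mouse lay below each chow-fed mouse, which chance gives in this direction for 5% of genes. The paper chose *Prl* and *Gh* on these arrays. With the replicate number as a block, the adjusted p of both *Gh* and *Cga* was 0.060.

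*Gzmf*, a granzyme gene named after its values were seen, was not above background in any LCKD-fed mouse and was at least 6.28-fold lower there (adjusted p = 0.865). *Prl* alone passed within the slide of replicates 1 and 2 (adjusted p = 0.0015), where it was not above background in either LCKD-fed mouse and at least 42.1-fold lower, *Gh* with all 12 arrays in 1 fit (adjusted p = 0.0068) and *Cga* with quantile normalization (adjusted p = 0.046). Each of the 3 passed under 1 of 21 other settings, with the adjusted p reaching 1.00.

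**Figure D2:**
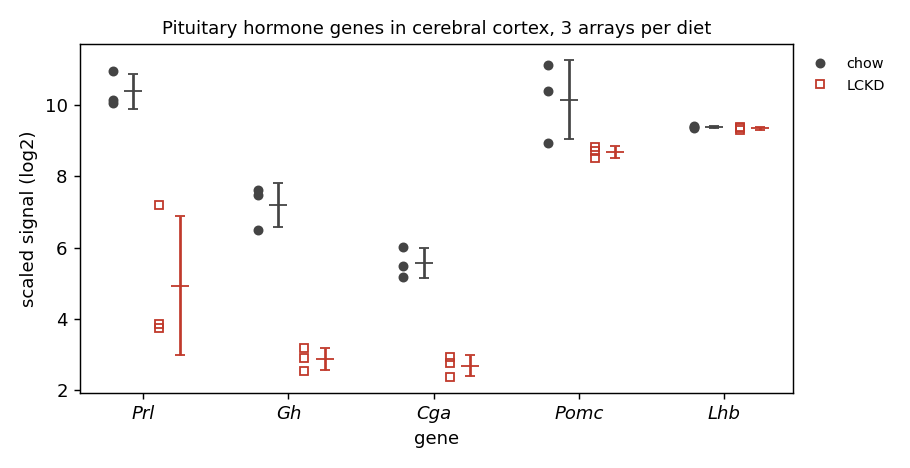
Scaled signal (log2) of 5 pituitary hormone genes in cerebral cortex, 1 point per mouse, with the mean and SD of 3 chow-fed and 3 LCKD-fed mice per gene. For *Prl*, *Gh*, *Cga* and *Pomc* each LCKD-fed mouse lies below each chow-fed mouse, and for *Lhb* the points lie between 9.29 and 9.40.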

Several studies have reported a relationship between the expression of these genes and epilepsy^35,36^. In validation analyses using real-time PCR, a significant decrease was detected in the expression of *Gh*, and a decreasing trend was observed in the expression of *Prl* (Fig. 5).

**Table 2:** Results of Agilent Expression Microarray analysis of cerebral cortex gene expression in LCKD-fed mice.

Gene	Description	Log^2^ Ratio (LCKD/chow)	P-value
*Prl*	prolactin	−4.6	0.01
*Gh*	growth hormone	−4.4	0.01

Data show major genes for which expression strongly changed in mice fed a LCKD (log^2^ ratio > 4 and <−4, *P* < 0.01).

**Figure 5:**
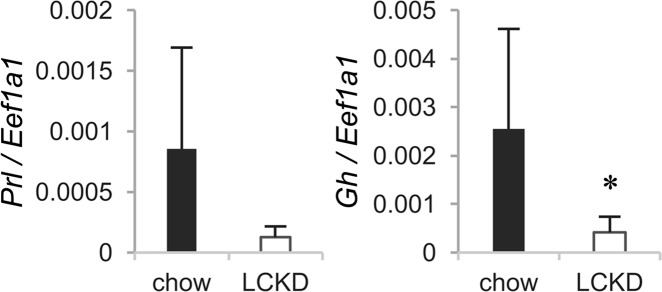
Real-time PCR analysis of the expression of major cerebral cortex genes (Table 2) for which expression changed in microarray analysis of samples from LCKD-fed mice. Expression levels of target genes are shown as the ratio to the expression of *Eef1a1* as an internal control. Closed bars, chow-fed group; open bars, LCKD-fed group. Error bars, mean ± S.D. (n = 6). *P < 0.05 chow-fed group vs. LCKD-fed group.

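In the cortex arrays, *Gm2a* had a log2 signal of 9.25 ± 0.06 in chow-fed and 9.25 ± 0.02 in LCKD-fed mice (SD, n = 3 each), a log2 fold change of 0.00 (standard error 0.05, adjusted p = 0.999 from limma). *St3gal5*, GM3 synthase (-0.14), *B4galnt1*, GM2 synthase (-0.12), and *St3gal2*, GD1a synthase (-0.09), did not pass, nor did *Hexa*, a hexosaminidase subunit (-0.21). *Ugcg*, ceramide glucosyltransferase, had a log2 fold change of -0.05, which was 0.00 with 75th percentile scaling. *Hexb* had -0.02, and 0.03 with 75th percentile scaling and 0.02 with quantile normalization. *B4galt5* (-0.06) and *B3galt1* (-0.15) did not pass either.

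Of 17 genes of ganglioside synthesis measured in cortex, 0 passed over all genes and 0 when adjusted over the list alone (median log2 fold change -0.06, camera adjusted p = 0.0858). *St3gal1* (-0.24) and *St8sia5* (-0.17), both sialyltransferase genes, had the smallest p. Of 17 genes of ganglioside degradation 0 passed on either adjustment, and their median was -0.09 (camera adjusted p = 0.043; adjusted p = 0.379 with an estimated correlation). The sialidase genes *Neu3* (-0.22) and *Neu4* (-0.64) had the smallest p there. Camera did not call the degradation genes with the replicate number as a block (adjusted p = 0.0941) or with slide as a block (adjusted p = 0.0728).

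The diet effect on *Gm2a* differed between liver and cortex by -1.28 (adjusted p = 4.9e-04 from limma's test of the interaction). It also differed for *St3gal2* (1.71, adjusted p = 0.0012), *Hexa* (0.81, adjusted p = 0.0042) and *St3gal5* (0.71, adjusted p = 0.012). For *B4galnt1* (0.61, adjusted p = 0.0717), *Ugcg* (0.57, adjusted p = 0.254) and *Hexb* (-0.44, adjusted p = 0.265) a difference between the tissues was not shown.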

Regarding ganglioside metabolism-related genes, no obvious changes were observed in the microarray analysis, but a significant decrease in *Gm2a* expression was detected by real-time PCR analysis (Fig. 6). However, an effect of the LCKD on ganglioside content in the cerebral cortex was not observed in the HPLC analysis. The elution patterns of cerebral cortex gangliosides in the HPLC analysis are shown in Supplementary Fig. S3. The cerebral cortex contains GM1, GD1a, GD1b, and GT1b as major components and GM3, GM2, GT1a, and GQ1b as minor components. The gangliosides contained Neu5Ac as the sialic acid, but Neu5Gc was barely detectable. There were no significant differences between mice fed regular chow and those fed the LCKD.

**Figure 6:**
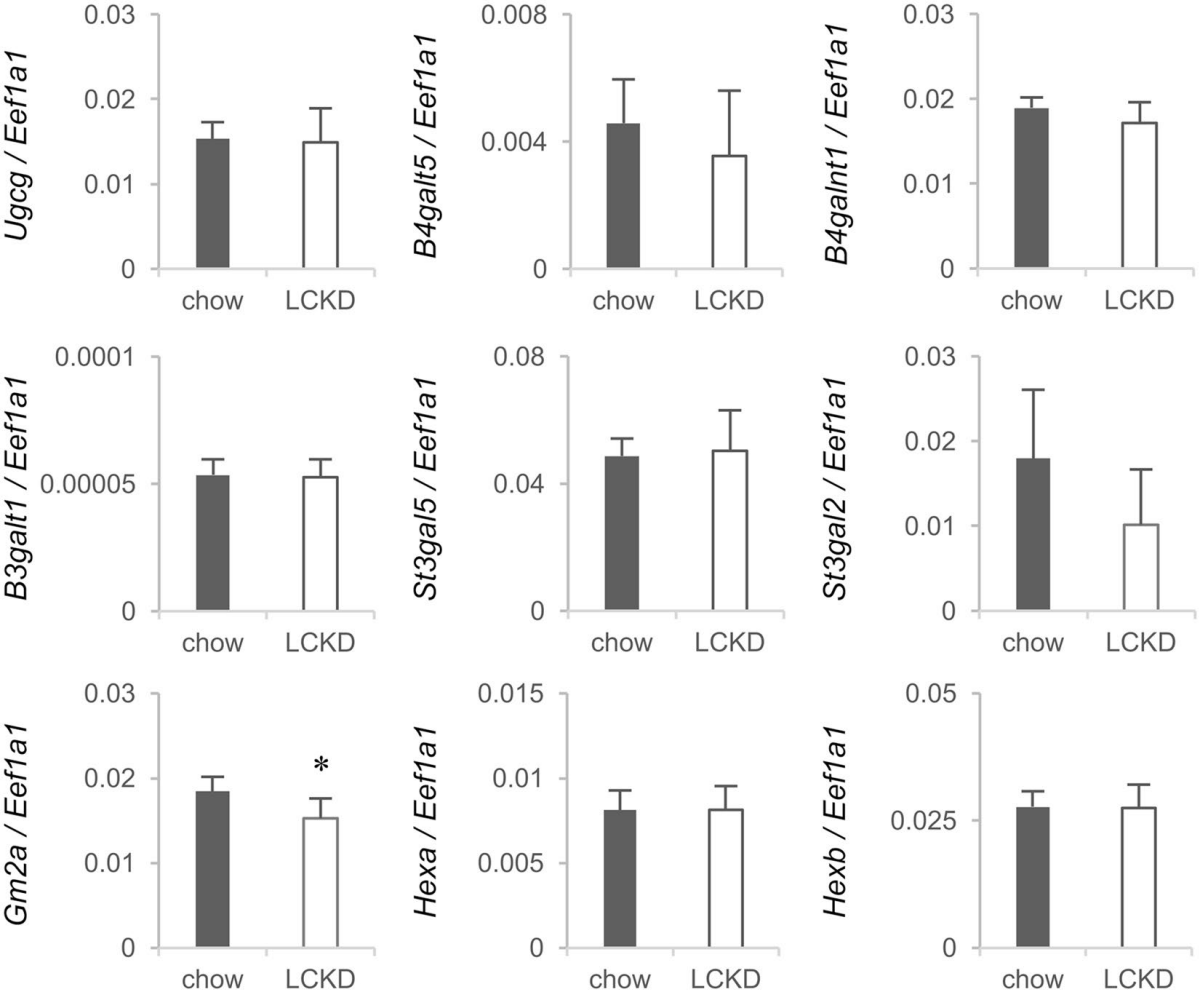
Real-time PCR analysis of ganglioside metabolism-related gene expression in the cerebral cortex of mice fed regular chow or a LCKD. Expression levels of target genes are shown as the ratio to the expression of *Eef1a1* as an internal control. Closed bars, chow-fed group; open bars, LCKD-fed group. Error bars, mean ± S.D. (n = 6). *P < 0.05 chow-fed group vs. LCKD-fed group.

## Discussion

This study revealed that a LCKD promotes the expression of genes involved in the synthesis of liver gangliosides and suppress the expression of *Gm2a*, which is involved in the degradation of GM2 and complex gangliosides. These changes are correlated with an increase in ganglioside content in the liver, indicating that LCKDs promote ganglioside synthesis in tissues via the transcriptional regulation of ganglioside metabolism-related genes. Our previous data^8^ had been suggested that LCKD effect on the synthesis of liver gangliosides, and this study using gene expression profiling and HPLC ganglioside analysis revealed that details of mechanism of LCKD effect on the synthesis of liver gangliosides. In particular, the finding that ganglioside synthesis can be regulated by the gene expression level of its degradation factor, is conceptually new in tissue ganglioside metabolism.

We previously showed that the expression of gangliosides is promoted by treating cells with a glucose starvation mimetic^37^. This suggests that the decreased carbohydrate intake associated with LCKDs induces an increase in hepatic ganglioside expression. Although we analyzed the mechanism of transcriptional regulation by this mimetic^37–40^, no clear answer was obtained. It will therefore be necessary to employ a new approach based on the results of the present study. The LCKD-fed mice model using this study was designed for analysis of effect of low glucose supply to tissues by LCKD^2^. Thus, the further analysis using this model is a valid approach to the mechanism. Although we did observe changes in the expression levels of insulin target genes in this LCKD model, a number of previous studies have not found an effect of insulin on the transcription of ganglioside synthase genes.

Gangliosides are known to modulate the function of membrane proteins^9^, and deficiency or excessive accumulation of gangliosides can lead to several pathologic conditions, including oncogenic transformation^41^, insulin resistance^42^, obesity^43^, and neurologic diseases^17,44^. An appropriate amount of ganglioside is necessary for maintaining the integrity of cellular membranes^43^; thus, a modest increase in levels of tissue gangliosides induced by a LCKD could contribute to cell and tissue soundness.

Increased levels of liver gangliosides GD1a and GM1-Gc were also detected in the serum of mice fed the LCKD. As no significant increase in GD1a level was detected in the liver, highly hydrophilic gangliosides with long oligosaccharides could be secreted into the plasma from the liver. By contrast, the level of GM2-Gc, the major ganglioside, was increased in the liver of LCKD-fed mice but not significantly increased in the serum, indicating that GM2-Gc tends to remain in the liver. We therefore believe that the plasma ganglioside content can be utilized as an index of the effect of LCKDs on tissue ganglioside metabolism.

We previously found a unique phenotype in LCKD-fed mice: hepatomegaly due to the accumulation of neutral fats, as observed in chow-fed mice, was suppressed in LCKD-fed mice^2^. In chow-fed mice, the weight of the liver increased more than 3-fold as compared with the liver of LCKD-fed mice^2,8^, but both groups exhibited similar gains in body weight (Supplementary Fig. S2). This phenotype is unique in that feeding of LCKD promotes obesity whereas only steatosis is prevented in in the mice. Levels of gangliosides, which are thought to regulate insulin signaling^12–14^, were increased in LCKD-fed mice (Fig. 4), in contrast to triglyceride and cholesterol levels, which decreased^2,8^. One of the causes of triglyceride accumulation in the liver of chow-fed mice is hyper-activation of the *de novo* lipogenic pathway mediated by insulin signaling^2^, and this is also associated with abnormal modifications of insulin signaling modulators^4^. As these abnormalities do not occur in mice fed a LCKD^2,4^, the LCKD-induced increase in ganglioside levels likely acts to normalize insulin signaling and thus suppress the development of fatty liver.

The LCKD had no effect on the expression levels of gangliosides in the cerebral cortex, but down-regulation of *Gm2a* expression was detected, as in the liver. In mice with a *Gm2a* gene disruption, neuronal storage of gangliosides occurs only in restricted regions of the brain, such as the piriform, entorhinal cortex, amygdala, hypothalamic nuclei, and cerebellum^15^. This observation suggests that the LCKD-induced down-regulation of *Gm2a* observed in the present study should lead to increases in the ganglioside content in these areas. To examine this hypothesis, we preliminary investigated ganglioside levels in cerebellum of LCKD-fed mice by HPLC (Supplementary Fig. S4). The result showed a tendency toward higher levels of GD1a and its derivatives in the cerebellum of LCKD-fed mice, which supported our hypothesis. However, GD2 in the same sample showed a decreasing tendency that could not be explained by down-regulation of *Gm2a*. Further investigation will thus be required to fully elucidate the effect of LCKDs on central nervous system tissues.

In conclusion, the results of the present study demonstrate that LCKDs induce increased expression of tissue gangliosides via transcriptional regulation of ganglioside metabolism-related genes. The effects of the diet are reflected in the ganglioside content in liver, serum, and may involve in the limited area of central nervous system tissues susceptible to *Gm2a*.

## Methods

### Animals and dietary studies

Female B6.Cg-*Lep*^*ob*^/J mice (Charles River Laboratories Japan, Yokohama, Japan) were used in this study, and all animals were maintained as reported previously^2^. CE-2 (CLEA Japan, Tokyo, Japan), comprised of 58.2% carbohydrates, 12.6% fat, and 29.2% protein by calories was used as regular chow. F3666 (Bio-Serv, Frenchtown, NJ), comprised of 1.7% carbohydrates, 93.9% fat, and 4.4% protein by calories was used as the LCKD. Five-week-old mice were raised on either regular chow or the LCKD for a period of 7 weeks. During this period, blood glucose and β-hydroxybutyrate levels were monitored at 3:00 pm every 2 weeks, and tissue samples were collected at the end of the dietary study. The blood glucose and β-hydroxybutyrate levels were examined with venous blood collected from the tail vein by using the Precision Xceed Monitoring System (Abbott Laboratories, Abbott Park, IL, USA). For sample collection, mouse was anesthetized with isoflurane and sacrificed by blood drawing from heart. Then, liver, serum, cerebral cortex, and cerebellum were collected, and were immediately frozen in liquid nitrogen and stored at −80 °C until used in experiment. The cerebral cortex, hippocampus and cerebellum were isolated from whole brain, then removed deep gray matter, mid brain, brain stem, and olfactory bulb from the cerebral cortex. The hippocampus was not removed from the cerebral cortex. The blood was incubated at 37 °C for 1.5 hours, then removed clot and centrifuged at 800 *g* for 10 min, and the supernatant was collected as serum. Two mice were maintained with chow or LCKD at the same term respectively, and the collected samples were analyzed at the same experiment. In gene expression analysis, data of samples from independent experiments were normalized by total RNA levels and internal control gene. For ganglioside analysis, data were normalized by the wet weight of the tissue samples, and monitored for no experimental loss by using standard ganglioside as a positive control.

The Committee for Experiments Involving Animals of the National Institute of Advanced Industrial Science and Technology (AIST) approved all animal experiments, and all experiments were performed in accordance with relevant guidelines and regulations.

### Gene expression analysis

Total RNA was isolated from tissues using a NucleoSpin^®^ RNA Midi kit (Macherey-Nagel, Duren, Germany). cDNA was synthesized using the SuperScript^®^ III First-Strand Synthesis System for RT-PCR (Thermo Fisher Scientific, Waltham, MA) from 3 μg of total RNA as a template. Agilent Expression Microarray analysis for gene expression profiling in tissues was conducted by Takara Bio (Shiga, Japan). Briefly, Cy3-labeled cRNA was prepared from 0.1 μg of total RNA using a Low-Input Quick Amp Labeling kit (Agilent Technologies, Santa Clara, CA) according to the manufacturer’s instructions, followed by RNeasy column purification (Qiagen, Valencia, CA). The Cy3-labeled cRNA (0.6 μg) was fragmented at 60 °C for 30 min in a reaction volume of 25 μl containing 1× Agilent fragmentation buffer and 2× Agilent blocking agent, to which 25 μl of 2× Agilent hybridization buffer was added, and the reaction was hybridized to a SurePrint G3 Mouse GE v2 8 × 60 K Microarray (Agilent Technologies) for 17 h at 65 °C in a rotating Agilent hybridization oven. After hybridization, the microarray slide was washed for 1 min at room temperature with Agilent GE wash buffer 1 and 1 min with 37 °C Agilent GE wash buffer 2 and scanned immediately after washing on an Agilent SureScan Microarray Scanner (G2600D) using a one-color scan setting for 8 × 60 K array slides (scan area 61 × 21.6 mm, scan resolution 3 μm, dye channel set to green PMT 100%). Scanned images were analyzed with Agilent Feature Extraction Software 12.0.3.1 using default parameters to obtain background-subtracted and spatially de-trended processed signal intensities. Processed signal intensities were normalized using the global scaling method. The trimmed mean probe intensity was determined by disregarding the upper and lower 2% of the probe intensities in order to calculate the scaling factor. Normalized signal intensities were then calculated from the target intensity of each array using the scaling factor, so that the trimmed mean target intensity of each array was arbitrarily set to 2500. The resulting microarray data were analyzed using the Aqua microarray viewer and Aqua *t*-test (Takara Bio) and deposited in GEO (accession number GSE115342).

Relative quantification of target gene expression by real-time PCR was performed using a Light Cycler^®^ 480 II system (Roche, Penzberg, Germany) with gene-specific primers (summarized in Table S1). Reactions were performed using a KAPA SYBR^®^ FAST qPCR kit (KAPA Biosystems; Wilmington, MA) according to the manufacturer’s instructions. The crossing points were defined as the PCR cycle number at which the fluorescence increased appreciably above background, and the expression levels of target genes were calculated from the crossing points (C_t_ values) on the premise that the amount of target gene amplified doubled in one PCR cycle. Using this system, we first analyzed the expression levels of several housekeeping genes (*Actb*, *Gapdh*, *Eef1a1*) and found that *Eef1a1* was most stably expressed in the liver and cerebral cortex of the mice used in this study (Supplementary Fig. S5). Thus, we used *Eef1a1* as the internal reference gene for real-time PCR analyses.

### Ganglioside extraction and HPLC analysis

Ganglioside extraction was performed as reported previously^37^ with slight modifications. The total lipids from 50–100 mg of tissues or 50 µl of serum were sequentially extracted with chloroform/methanol/water at 2:1:0 and 1:2:0.8 (*v*/*v*/*v*), respectively. Gangliosides were separated by Folch partitioning, and purified using a MonoSpin^®^ C18 column (GL Sciences, Tokyo, Japan).

Ganglioside levels were determined by semi-quantitative HPLC using a glycosphingolipid fluorescent labeling method^37,45^, with slight modifications. For fluorescent labeling, the ceramide moieties of purified gangliosides (corresponding to 30 mg of liver, 10 mg of brain tissue, and 25 µl of serum) were released by incubation in the presence of 6 mU of EGCase I (New England Biolabs, Ipswich, MA) at 37 °C for 16 h, according to the manufacturer’s instructions. The reductive end of the oligosaccharide was fluorescently labeled using 2-AA (Sigma-Aldrich) by incubation in 80 μl of labeling mixture (45 mg/ml 2-AA, 40 mg/ml sodium acetate trihydrate, 20 mg/ml boric acid, and 45 mg/ml sodium cyanoborohydride in methanol) at 80 °C for 1 h. The 2-AA-labeled oligosaccharides were purified using a MonoSpin^®^ Amide column (GL Sciences) and analyzed using a TSK gel-amide 80 column (Tosoh, Tokyo, Japan) with an LC-2000 Plus HPLC system (JASCO, Tokyo, Japan). The chromatography system and fluorescence detection/gradient conditions were identical to those described previously^45^.

### Statistical analysis

After determination of variance by the F-test, statistical significance was determined using the two-tailed Student’s *t*-test, with statistical significance defined as follows: *P < 0.05, **P < 0.01, ***P < 0.001.

## Supplementary information

Supplementary Informations

## Data Availability

The datasets generated during and/or analyzed during the current study are available in the Gene Expression Omnibus (GEO), repository, as accession number GSE115342 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE115342), or from the corresponding author on reasonable request.

# Supplementary material for: A low-carbohydrate ketogenic diet promotes ganglioside synthesis via the transcriptional regulation of ganglioside metabolism-related genes
**Source:** Sci Rep. 2019 May 20;9:7627. doi: 10.1038/s41598-019-43952-7
**Supplement:** Supplementary file 1 — Supplementary Informations

A low-carbohydrate ketogenic diet promotes ganglioside synthesis via the transcriptional regulation of ganglioside metabolism-related genes

Tetsuya Okuda*

Supplementary Information

Supplemental Figure S1

Supplemental Figure S2

Supplemental Figure S3

Supplemental Figure S4

Supplemental Figure S5

Table S1

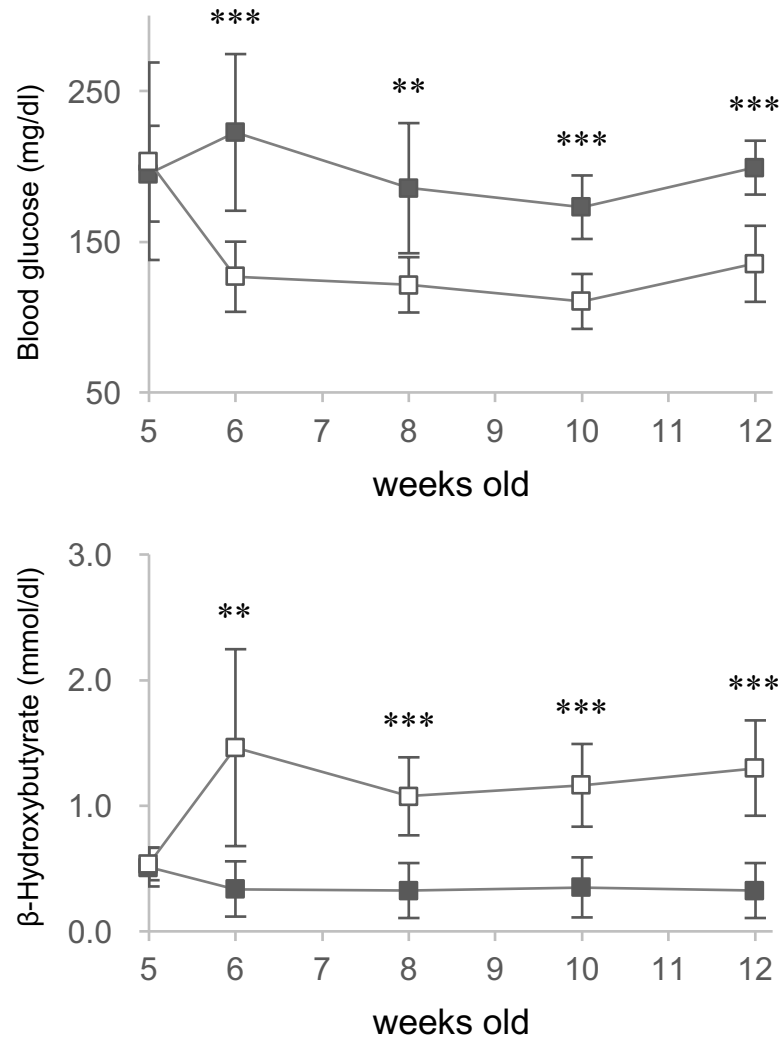

Figure S1. Effect of the LCKD on blood glucose and β -hydroxybutyrate levels. Blood glucose (upper panel) and β -hydroxybutyrate (lower panel) levels in chow-fed and LCKD-fed mice during the experimental period (5 to 12 weeks of age). Filled squares with solid line, chow-fed group; open squares with solid line, LCKD-fed group. Error bars, mean $\pm$ S.D. (n=8). ** P <0.01, *** P <0.001 chow-fed group vs. LCKD-fed group.

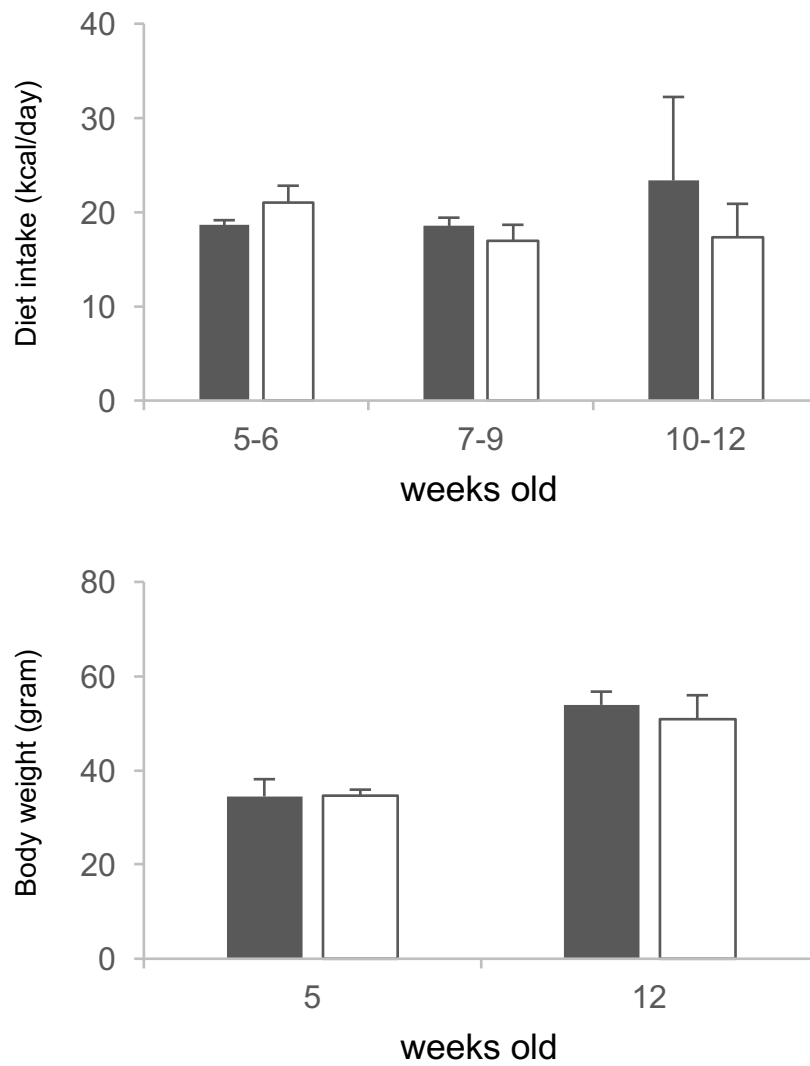

Figure S2. Diet intake and body weight of LCKD-fed mice. Upper panel, average daily diet intake (kcal) in chow-fed (closed bars) and LCKD-fed (open bars) mice during the experimental period. Lower panel, average body weight (grams) of chow-fed and LCKD-fed mice at the beginning and end of the study. Error bars, mean $\pm$ S.D. (n=6-8).

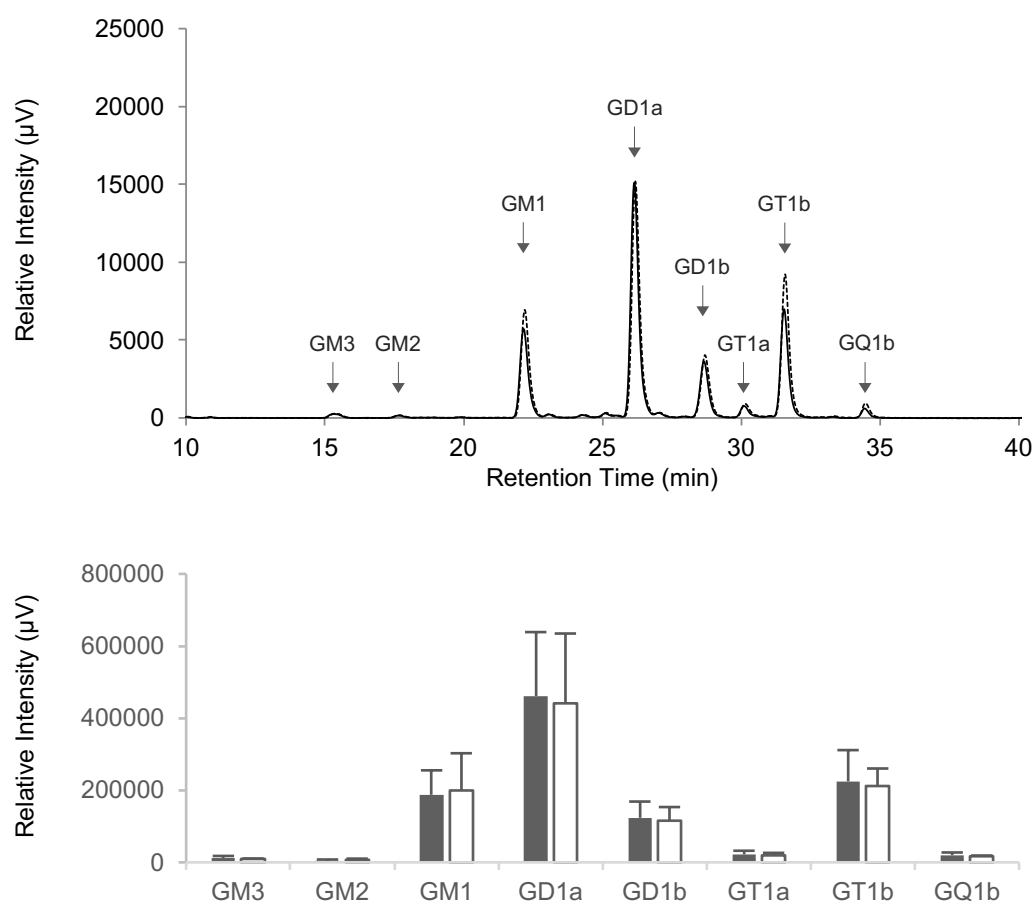

Figure S3. Representative HPLC chromatograms of gangliosides purified from the cerebral cortex of chow-fed (solid line) and LCKD-fed (dotted line) mice (upper panel). An oligosaccharide fluorescent labeling method as described in the Methods was used in the HPLC analysis. Samples equivalent to gangliosides purified from 0.5 mg of tissue were analyzed. The elution times of standard 2-AA oligosaccharides are indicated by arrows. Relative levels of gangliosides in the cerebral cortex were calculated based on the peak area ($\mu\text{V}\cdot\text{sec}$) of each 2-AA oligosaccharide in the HPLC analysis (lower panel). Closed bars, chow-fed group; open bars, LCKD-fed group. Error bars, mean $\pm$ S.D. (n=3).

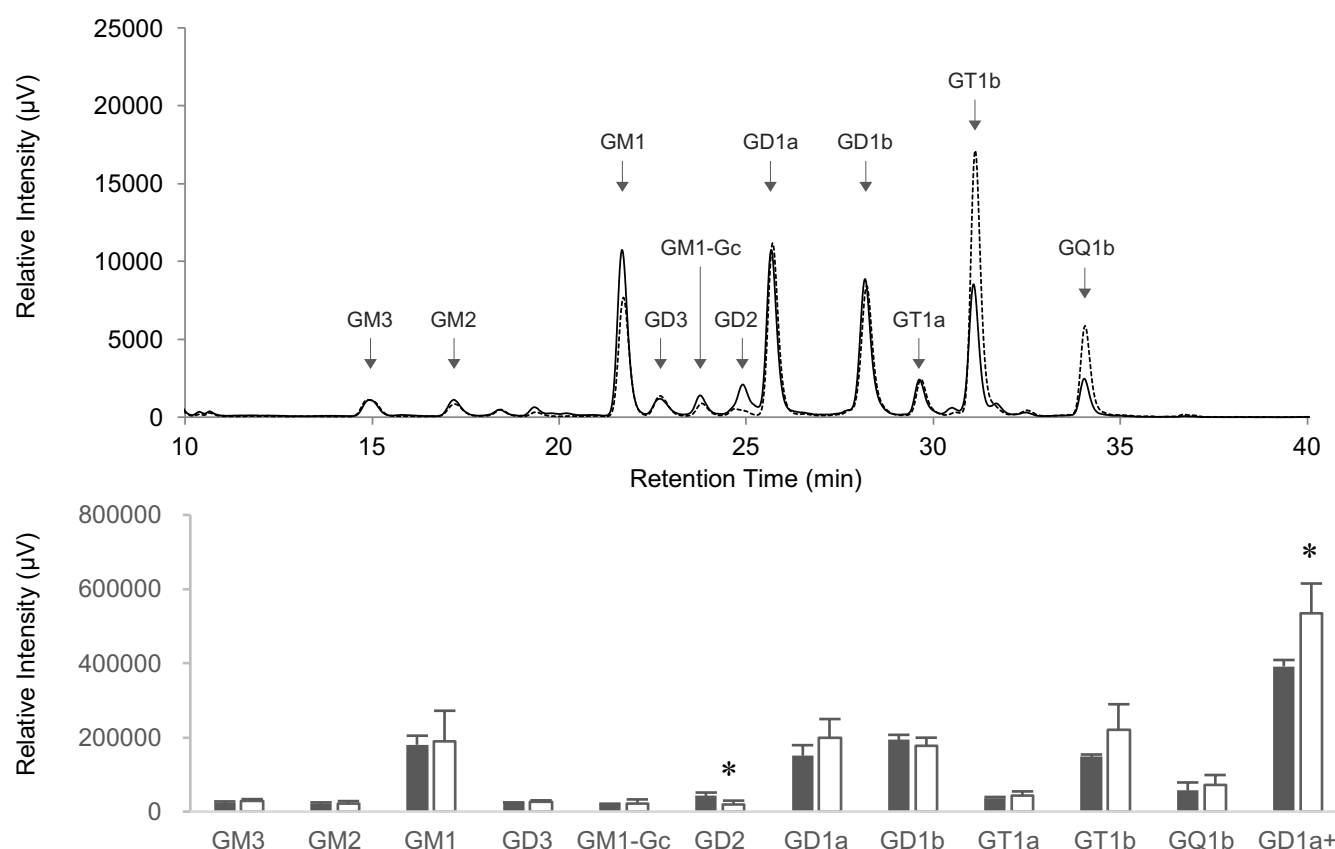

Figure S4. Representative HPLC chromatograms of gangliosides purified from the cerebellum of chow-fed (solid line) and LCKD-fed (dotted line) mice (upper panel). An oligosaccharide fluorescent labeling method as described in the Methods was used in the HPLC analysis. Samples equivalent to gangliosides purified from 0.5 mg of tissue were analyzed. The elution times of standard 2-AA oligosaccharides are indicated by arrows. Relative levels of gangliosides in the cerebellum were calculated based on the peak area ($\mu\text{V}\cdot\text{sec}$) of each 2-AA oligosaccharide in the HPLC analysis (lower panel). “GD1a+” represents all GD1a derivatives (GD1a, GT1a, GT1b, and GQ1b). Closed bars, chow-fed group; open bars, LCKD-fed group. Error bars, mean $\pm$ S.D. (n=3). * $P < 0.05$ chow-fed group vs. LCKD-fed group.

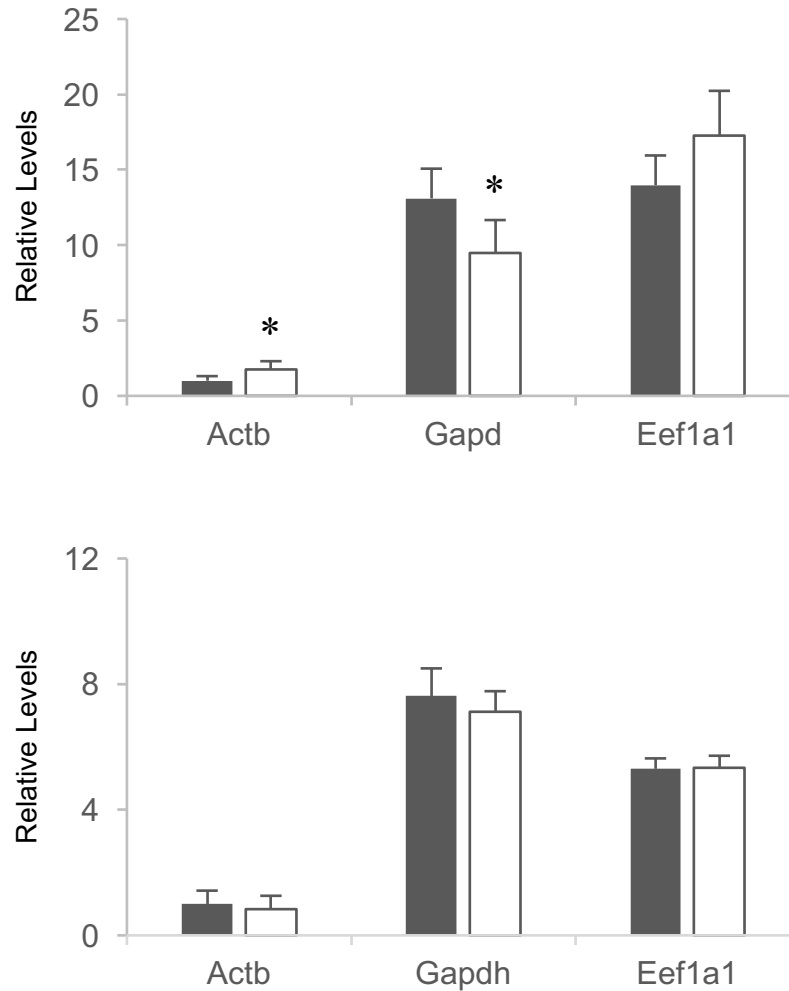

Figure S5. Real-time PCR analysis of the expression levels of internal control genes. Expression levels of housekeeping genes (*Actb*, *Gapdh*, *Eef1a1*) in the liver (upper panel) and brain cortex (lower panel) are shown as the ratio to the expression level of *Actb* in the chow-fed group. Significant differences (* $P < 0.05$ chow-fed vs. LCKD-fed) were observed only for *Actb* and *Gapd* in the liver. Expression levels were calculated based on the C_t value as described in the Methods. Closed bars, chow-fed group; open bars, LCKD-fed group. Error bars: mean $\pm$ S.D. (n=8).

Table S1. Primers used for real-time PCR analyses

Gene<br>(Number [¶])	Primer sequence
<i>Actb</i><br>(NM_007393)	Forward: 5'- ctaaggccaaccgtgaaaag<br>Reverse: 5'- accagaggcatacagggaca
<i>Gapdh</i><br>(NM_008084)	Forward: 5'- tgtccgtcgtggatctgac<br>Reverse: 5'- cctgcttcaccaccttcttg
<i>Eef1a1</i><br>(NM_010106)	Forward: 5'- acacgtagattccggcaagt<br>Reverse: 5'- aggagccctttcccatctc
<i>Scd1</i><br>(NM_009127)	Forward: 5'- ttccctctgcaagctctac<br>Reverse: 5'- cagagcgctggatcatgtagt
<i>Scd3</i><br>(NM_024450)	Forward: 5'- ctgacctgaaagccgagaag<br>Reverse: 5'- gcagaatgccaggcttgta
<i>Dct</i><br>(NM_010024)	Forward: 5'- ggctacaattacgccgttg<br>Reverse: 5'- cactgagagagttgtggaccaa
<i>Tmprss4</i><br>(NM_145403)	Forward: 5'- tcagggtgcagaatggaagc<br>Reverse: 5'- ggctctttccacagtcaagg
<i>Elovl6</i><br>(NM_130450)	Forward: 5'- cagcaaagcacccgaacta<br>Reverse: 5'- aggagcacagtgatgtggtg
<i>Fasn</i><br>(NM_007988)	Forward: 5'- gctgctgttgaagtcagc<br>Reverse: 5'- agtggttcgttctcggagtg
<i>Acaca</i><br>(NM_133360)	Forward: 5'- gcgtcgggtagatccagtt<br>Reverse: 5'- ctcaagtgggcttagctctg
<i>Nnmt</i><br>(NM_010924)	Forward: 5'- tgtgatcttgaaggcaacaga<br>Reverse: 5'- ttgattgcacgcctcaac
<i>Asns</i><br>(NM_012055)	Forward: 5'- ctgcctctgctccacctt<br>Reverse: 5'- cacatgctacaggcggact
<i>Psat1</i><br>(NM_001205339)	Forward: 5'- ccggtggatgtttccaag<br>Reverse: 5'- ggatcatcccgacaatca
<i>Fut1</i><br>(NM_008051)	Forward: 5'- aaagaattcgcttgaccac<br>Reverse: 5'- gagagcacacagaccaacaga
<i>Fgf21</i><br>(NM_020013)	Forward: 5'- agatggagctctctatggatcg<br>Reverse: 5'- gggcttcagactggtacacat
<i>Ugcg</i><br>(NM_011673)	Forward: 5'- agtttcaatccagaatgatcagg<br>Reverse: 5'- cattctgaaattggctcacaaat

<i>B4gal</i> 5	Forward: 5'- gatgacgacttggtgaacagg
(NM_019835)	Reverse: 5'- ttttctgtgtcccttctg
<i>B4gal</i> nt1	Forward: 5'- gcagctgcaactggtgact
(NM_008080)	Reverse: 5'- tgggtggagaaccggactg
<i>B3gal</i> 1	Forward: 5'- cagctggttgggttccttc
(NM_020283)	Reverse: 5'- tttcttccaaacctgctgga
<i>St3gal</i> 5	Forward: 5'- gattctggggccatgataag
(NM_011375)	Reverse: 5'- actgaggtcgtagccaaagc
<i>St3gal</i> 2	Forward: 5'- gctctggctatggacaagaagt
(NM_009179)	Reverse: 5'- acagtcggtgcctgattcat
<i>Gm2a</i>	Forward: 5'- ccttgagggcaagaccag
(NM_010299)	Reverse: 5'- tccttctccacggtgagc
<i>Hexa</i>	Forward: 5'- acctgggaggggatgaagt
(NM_010421)	Reverse: 5'- atgaaggcctggatgttgg
<i>Hexb</i>	Forward: 5'- ccattgtttggcaagaagttt
(NM_010422)	Reverse: 5'- ttccacacttcgactactgtgc
<i>Prl</i>	Forward: 5'- gttctctcaggccatcttgg
(NM_011164)	Reverse: 5'- aggaggagtgtccctgcttt
<i>Gh</i>	Forward: 5'- gcttggcaatggctacaga
(NM_008117)	Reverse: 5'- ggaaaagcactagcctcctg

[¶]Genbank accession number (<http://www.ncbi.nlm.nih.gov/>).

How the deposited data were processed for this re-analysis (not part of the article)

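The study deposited 12 scanner files, 1 per array, and 2 tables of probes, 1 per tissue. Each array holds liver or cerebral cortex RNA of 1 mouse fed chow or LCKD, 3 mice per diet and tissue. The condition of each array was taken from its sample description.

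Per the file headers, the signal intensity values were made by the authors with Agilent Feature Extraction, which subtracted background and a spatial trend within each array. The headers name version 11.5.1.1 for the 8 arrays of slide 1 (replicates 1 and 2) and version 12.0.3.1 for the 4 arrays of slide 2 (replicate 3), and the methods name 12.0.3.1 alone. In the 2 tables the authors scaled each array to a trimmed mean of 2500. The log2 values of those tables are, by the authors, the ratio of the mean LCKD signal to the mean chow signal. The p-value and q-value columns were made by the authors with Student's test on the linear scaled signals, as recomputing them showed. All probes in the tables have an absolute log2 ratio above 1. From the tables only the p-value, q-value, log2 ratio and mean columns were used, for comparison. The scaled columns of single samples could be assigned to a diet but not to a replicate, since their numbers do not match the sample descriptions, and were not used here. A further 14 columns of single samples were not mapped and not used: the flags beside each signal, and 2 cortex signal columns with the same heading.

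Control spots were left out. Spots that the software marked as not uniform or as outliers among spots of the same probe were left out of that array. The processed intensity was scaled per array so that the mean after trimming 2% of spots at each end was 2500, and was taken to log2. Spots of the same probe were averaged. Of 56605 probes, 32994 have a gene symbol by RefSeq accession, for 22911 genes, and 23611 have none. A probe was kept when it was well above background on at least 3 of the 6 arrays of a tissue. The kept probe with the highest mean stood for its gene. For the difference between tissues a probe had to pass in both tissues.

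Diets were compared within a tissue with limma (two-sided, p adjusted by Benjamini and Hochberg over all genes tested, threshold 0.05). The difference between the tissues was tested as the interaction of tissue and diet over the 12 arrays. Gene lists were fixed in advance and tested with limma's camera at a preset correlation of 0.01, with an estimated correlation and with fry, adjusted over the lists of a tissue. For each list, genes were counted over all genes and when adjusted over the list alone. Where a probe was above background on no array of a diet, the least fold over the background of those arrays is given.

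The samples, the main tests, the lists and the alternatives were set before the data were examined. Alternatives and tests chosen later are named as such in the closing section. Genes named in the text are those the paper names (whose values in its tables had been seen), the 10 with the largest change per direction past the threshold with no overlap between the diets (where none passed, the 5 with the smallest p), 2 to 4 members with the smallest p of each list described, and the 5 with the largest difference between tissues per direction. Predicted genes were left out of the rule for largest change.

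To see whether replicate numbers pair the mice, each array's deviations from its diet mean were correlated between the diets across genes. The numbers were taken as a pairing where the 3 correlations between arrays of the same number all exceeded 0.1. In liver they were 0.077, 0.158 and 0.380, so the numbers were not taken as a pairing. In cortex all 3 exceeded 0.1, so the replicate block was fitted there as the paired alternative. The replicate number is the one at the end of the sample title. The sample descriptions give cortex replicate 3 a different number in each diet, so the labels do not state this pairing. Whether liver and cortex arrays of the same number come from 1 mouse is not known, and the interaction test took all arrays as separate mice. The check cannot tell pairing from slide. In cortex chow replicate 2 correlated with LCKD replicate 1 of the same slide (0.29) as much as with LCKD replicate 2 (0.27). Slide and replicate number overlap, since slide 2 holds replicate 3 alone.

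In a self-test, known changes were added to 200 genes of data simulated from each gene's mean and spread. In liver, 5.97% of changes of 0.5, 52.2% of changes of 1 and 92.4% of changes of 2 (log2) were called, with 6 false calls among 106. In cortex 46.3, 76.1 and 98.5% were called, with 10 false calls among 157. For the interaction 16.4, 55.2 and 92.4% were called, with 6 false calls among 115. The simulated genes varied independently, without structure of slides or samples, and the shares depend on how many genes change. They therefore need not hold for the real arrays and may be too high for cortex.

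R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used.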

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

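The tests of tissue outside the cortex, of slide and of liver RNA below were chosen after the results were seen, and the tests of other splits of the samples were set before.

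A difference between liver and cortex was found for *Gm2a*, the activator of GM2 degradation. Its log2 fold change in liver minus cortex was -1.28. On the cortex arrays alone *Gm2a* had a log2 fold change of 0.00. The paper's real-time PCR with more mice found *Gm2a* significantly lower in cortex as well. The arrays therefore do not show that cortex *Gm2a* is unaffected, and why the 2 methods differ was not tested. The largest differences toward a higher value in liver were those of *Asns* (6.77) and *Psat1* (5.98), which make asparagine and serine, the amino acid transporter gene *Slc38a5* (5.73, adjusted p = 7.2e-05), *Pcp4l1* (5.29) and the transcription factor gene *Pknox2* (4.07, adjusted p = 0.0024). Toward a lower value they were those of the desaturase gene *Scd1* (-10.18), *Lrtm2* (-5.42, adjusted p = 3.2e-05), the fatty acid hydroxylase gene *Cyp4a12b* (-4.39, adjusted p = 0.0026), the resistin gene *Retn* (-4.30, adjusted p = 4.0e-04) and *Tafa2* (-4.11, adjusted p = 0.0045). *Slc38a5* and *Pknox2* were not above background in the liver of chow-fed mice, nor *Lrtm2* and *Retn* in that of LCKD-fed mice, so these 4 values are fitted and no bounds. In all, the interaction passed for 1702 genes. Of 100 splits of the diets within each tissue, 4 gave as many (the real one included), with 2116 as the highest of the others. Each of these 4 kept the real liver split, and splits that changed it gave at most 16 genes. The liver arrays have 10 splits, too few for a share under 0.05.

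Gene groups outside those the paper discusses were called by camera in liver, and none of the 5 named here with an estimated correlation (adjusted p from 0.779 to 0.819). That setting called 0 of the 41 lists in liver. Fry called the urea cycle and amino acid response lists (adjusted p = 0.012 for both) and the macrophage markers (adjusted p = 0.043). It did not call cholesterol synthesis (adjusted p = 0.138) or the cell cycle (adjusted p = 0.140). The median log2 fold change was -0.91 for the urea cycle and amino acid catabolism (19 of 27 genes lower), -0.84 for cholesterol synthesis (10 of 24 lower) and -0.87 for the cell cycle (5 of 17 lower), and 1.07 for the amino acid response (16 of 26 higher, 1 lower) and 0.88 for markers of Kupffer cells and macrophages (7 of 22 higher). Of the 6 liver arrays' 10 splits, 1 gave as many changed genes as the diets (1916, highest other 0), and 1 a median absolute log2 fold change as large (0.260, highest other 0.238). The ganglioside synthesis list reached a camera p as small in 4 of the 10 (0.250, smallest other 0.0634). In cortex all 10 gave 0 changed genes, 5 a median as large (0.0652, highest other 0.0980), and 1 a camera p for the pituitary hormone genes as small (1.1e-08, smallest other 0.00603). Some of these cortex splits put mice of the same replicate number on opposite sides for every number. Among those the diets gave the largest median (0.0652, the others 0.0398 to 0.0608). Splits of 3 against 3 are too few for a share under 0.05. The cortex split of chow replicates 1 and 3 with LCKD replicate 3 against the rest gave 3152 genes at an unadjusted p under 0.05. It gave 0 past the threshold. In liver the split of the same replicates gave 2363, the highest of the splits other than the diets. Both put the arrays of slide 2 on the same side. In cortex, splits that kept those arrays together gave 786 to 3152 such genes, and the others besides the diets 142 to 401. This points to a structure of the samples other than diet, and slide goes with it.

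Hormone genes of the pituitary had a median log2 fold change of -1.47 in LCKD cortex, with *Gh* and *Cga* at their bounds. Of the 5, 0 passed over all genes and 4 were lower when adjusted over the list alone (camera adjusted p = 1.6e-07; adjusted p = 0.173 with an estimated correlation). Those the paper does not discuss are *Lhb* (-0.03), *Cga* (at least 1.69-fold lower) and *Pomc* (log2 fold change -1.47). The paper picked *Prl* and *Gh* of the same list on these arrays. Each slide held both diets. With signals at background set to the lowest signal above it, the median was -1.26 within slide 1 and -1.89 within slide 2. These values argue against slide as the whole cause, and camera called the list with slide as a block (adjusted p = 1.2e-05). The limit set for excluding slide was reached on neither slide, so a contribution of slide is left open. Pituitary tissue in the samples of chow-fed mice and a diet effect on these genes in cortex cells cannot be told apart, since no sample is known to be free of other tissue. Only 3 pituitary markers that are not hormone genes were measured, too few to decide, and in 1 of them (*Chgb*, -0.11) every LCKD array lay below every chow array.

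Markers of the thalamus had a median log2 fold change of 0.37 in LCKD cortex, with 0 of 12 passing over all genes and 2 higher when adjusted over the list alone (camera adjusted p = 2.4e-13; adjusted p = 0.204 with an estimated correlation), among them *Shox2* (3.80, above background on 1 chow array) and *Tnnt1* (1.09). Slide is excluded as the whole cause, since the median was 0.37 within slide 1, which held 2 arrays per diet, and 0.57 within slide 2, which held 1. A candidate explanation is deep brain tissue left in some samples, which the dissection was to remove. The members' deviations from their diet mean correlated by 0.57 on average, at percentile 99.9 of random lists of the same signal. The same measure was 0.53 for immediate early genes and 0.92 for erythrocyte markers. Genes expressed together can correlate for any shared cause, so this test cannot decide for deep brain tissue. A diet effect in cortex cells cannot be told apart from such tissue, since no sample is known to be free of it. Camera called 16 lists higher in cortex, among them markers of striatum (median 0.19, adjusted p = 6.2e-07), hypothalamus (0.13, adjusted p = 0.0029) and choroid plexus (0.14, adjusted p = 0.0040). Markers of the hippocampus, which was left in the tissue, were called as well (0.09, adjusted p = 0.0014). With an estimated correlation the adjusted p for striatum, hypothalamus and choroid plexus was 0.379, 0.173 and 0.582. Fry called none of these (adjusted p = 0.430, 0.414 and 0.806). Within slide 2 the medians were 0.005 for striatum, -0.02 for hypothalamus and 0.32 for choroid plexus, so the first 2 did not rise there.

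Of 100 genes bright in liver, 41 were above background in cortex chow replicate 3. Diet and slide are excluded as the cause: *Alb* spread over at least 4.99 log2 units among the chow arrays and at least 4.49 among the cortex arrays of slide 1. A candidate explanation is liver RNA in 3 of the cortex samples. On the arrays with over 10 of the genes above background, the signals had a rank correlation with those of liver of at least 0.53, and that minimum was first set at 50 genes, which no array reached. The median of the 100 genes in chow replicate 3 lay 11.20 log2 units below liver (-11.20).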

How the results depend on the processing

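The normexp correction on the median signal, the unnamed probes, the test of the methods on linear signals and the cortex fit without the 3 arrays with liver transcripts were chosen after the data were seen, and normexp on the mean signal was not run, as the files lack that column. The cortex fit without the 3 arrays sets 1 LCKD array against 2 chow arrays, so that array is assumed to vary like the others. *Gm2a* in liver kept its direction and its call under all 21 alternatives, with -1.39 to -1.21 when single arrays were left out. The other changes below are given with their values, and their cause was not tested. Genes higher in liver numbered 203 with no filter, 342 with the methods' test, 262 with it on linear signals, 2491 with all 12 arrays in 1 fit, 4411 with array weights, 2268 with a slide block, 726 within slide 1, 414 with an absolute log2 fold change above 1, and, by fitted values, 8, 8 and 5 at the paper's threshold by limma, the methods' test and that test on linear signals. Genes lower numbered 1401 with 75th percentile scaling, 1138 with quantile normalization, and under the settings just listed 176, 287, 326, 1413, 1919, 1200, 331, 315, 15, 10 and 6. Leaving out single arrays gave 419 to 1797 higher and 288 to 705 lower: 419 and 306 without chow 1, 471 and 288 without chow 2, 582 and 350 without chow 3, 491 and 400 without LCKD 1, 657 higher without LCKD 2. In cortex, 12 arrays in 1 fit called 1 gene higher (*Tas2r124*) and 1 lower (*Gh*), quantile normalization 1 lower (*Cga*), slide 1 alone 1 lower (*Prl*), and the paper's threshold, by fitted values, 3 by limma and 3 by the methods' test. The interaction passed for 878 genes with no filter, 6333 with array weights, 2765 within slide 1, and 974 to 3521 without single arrays: 1017, 1029 and 1068 without cortex chow 1, 2 and 3, 978 and 974 without cortex LCKD 1 and 2, 3521 without liver LCKD 3. The median absolute log2 fold change in liver was 0.198 with normexp and 0.231 to 0.310 without single arrays, and in cortex 0.0607 to 0.0969, the highest without LCKD 3. The liver ganglioside synthesis median was 0.046 with array weights and -0.30 to -0.10 without single arrays. The pituitary hormone genes had adjusted p = 0.173 with an estimated correlation, over a range from 9.2e-21 to 0.173. Their fitted median (-2.88, and -3.07 to -2.65 without single arrays) is that of *Cga*, at background on every LCKD array, and the median with *Gh* and *Cga* at their bounds is -1.47. *Gm2a* in cortex had -1.6e-05 on linear signals and -0.030 to 0.033 without single arrays. Among single genes 2931 comparisons were the same, 350 lost the call, 11 gained it and 47 changed sign, of 3339. In liver the sign changed for *B4galt5* with array weights (0.046; -0.34 to 0.00096 without single arrays) and for *Eef1a1* with quantile normalization (0.18), normexp (0.0061) and the mean of probes (0.094; -0.072 to 0.065). In cortex it changed for *Asns* with 75th percentile scaling (0.022), within slide 1 (0.0044) and without the 3 arrays (0.00092; -0.048 to 0.018); *Dct* with 75th percentile scaling (0.035), quantile normalization (0.038), normexp (0.041), the mean of probes (0.13), linear signals (0.010) and without the 3 arrays (0.15; -0.16 to 0.18); *Gapdh* with 75th percentile scaling (0.045), array weights (0.018), slide 1 (0.028) and without the 3 arrays (0.020; -0.042 to 0.042); *Hexb* with 75th percentile scaling (0.025), quantile normalization (0.018), array weights (0.041), slide 1 (0.045) and without the 3 arrays (0.10; -0.093 to 0.068); *Nnmt* with array weights (0.027), slide 1 (0.035) and without the 3 arrays (0.090); *Scd3* on linear signals (0.011; -0.66 to 0.21); *Ttr* without the 3 arrays (-0.16); cortex Ugcg with 75th percentile scaling (0.00094; -0.14 to 0.016); and without single arrays alone *Actb* (-0.034 to 0.055) and *Elovl6* (-0.29 to 0.035). Signal over background limits the cortex hormone genes and the liver genes given as least folds.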

Differences from the paper's values

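The alternatives below were set before the data were examined unless said otherwise.

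For *Scd3* in liver the paper gives a log2 ratio of -8.9, and the probe that stood for the gene here gave -0.14. The 2 values differ under each of those alternatives, with -4.70 for the mean of a gene's probes, which calls *Scd3*. The other *Scd3* probe was at least 175-fold lower in LCKD-fed mice, and the authors' deposited value for that probe is -8.90.

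For *Ugcg* the paper gives 1.04, and the value here is 0.53. The difference falls within the error with the mean of a gene's probes (0.88) and without chow replicate 1 (0.70), and remains under the other alternatives. The authors' deposited value of 1.04 is that of another *Ugcg* probe, which gave 1.11 here, and the remaining probe gave 1.01 (adjusted p = 0.0653 for both). For *B4galnt1* the paper gives 0.22, and the value here is 0.48. Every alternative lies above the paper's value, the lowest at 0.34. 2 other *B4galnt1* probes gave 0.22 and 0.32.

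The paper states that *Ugcg* and *B4galnt1* were significantly higher in liver. Its table names P under 0.05 and no adjustment. At that threshold *B4galnt1* passed here with limma (p = 0.0318) and not with the test of the methods (p = 0.0704), and *Ugcg* passed at the probe of the authors' value (p = 0.00838) and not at the one that stood for the gene (p = 0.0934). Adjusted over all genes, neither gene passed. The authors' deposited q-value for *Ugcg*, at the probe of their value, is 0.0398. It stands among 2270 probes selected for an absolute log2 ratio above 1, and is no adjustment over all genes. *B4galnt1* passed when adjusted with all 12 arrays in 1 fit (adjusted p = 0.029), with array weights (adjusted p = 0.0090), with a slide block (adjusted p = 0.020) and with a replicate block (adjusted p = 0.042), over a range from 0.0090 to 0.306, and *Ugcg* under no alternative. *St3gal5*, *St3gal2* and *Gm2a* passed here when adjusted.

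The paper states that *Prl* and *Gh* alone met its threshold in cortex. By fitted values *Gzmf* met it as well with limma and with the test of the methods on log2 values. *Gzmf* and *Gh* were at background on every LCKD array, with bounds of at least 6.28-fold and 5.28-fold, so neither is shown to reach that threshold. With the test of the methods on the linear signals, chosen after the data were seen, 0 genes met it. The authors' deposited p for *Gzmf* is 0.136. For *Gh* it is 0.0108 and for *Prl* 0.0109, above the threshold that the paper's table states.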

Other observations

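The counts of bright probes by position and the look at single arrays were made after the data were seen.

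Of 16 clock genes in liver, 8 were higher and 1 lower (9 and 1 when adjusted over the list alone), among them *Usp2* (1.87), *Per3* (1.81) and *Per1* (1.84), with the activator gene *Arntl* lower (-2.02). Camera called them (adjusted p = 0.0482; adjusted p = 0.819 with an estimated correlation), and not within a slide block. *Arntl* passed under 10 of 20 other settings, and not with the replicate number as a block. Of 17 genes of the cell cycle 5 were lower and 0 higher (7 and 0 when adjusted over the list alone), among them *Ccnb1* (-1.97), *Rrm2* (-1.66) and *Cdc20* (-2.27) (camera adjusted p = 1.6e-05; adjusted p = 0.819 with an estimated correlation). Of 17 genes of insulin and growth hormone signaling 3 were higher and 2 lower (4 and 2 when adjusted over the list alone): *Igfbp2* (2.18), *Enpp1* (1.09) and *Irs2* (0.94) against *Igf1* (-0.94) and the growth hormone receptor gene *Ghr* (-0.74, and -0.71 and -0.21 at its other probes) (camera adjusted p = 0.370). *Irs2* and *Ghr* each passed under 11 of 21 other settings, and *Irs2* not with the replicate number as a block. Of 23 genes of xenobiotic metabolism 3 were higher and 8 lower (6 and 10 when adjusted over the list alone), among them *Cyp17a1* (-0.92) and *Cyp1a1* (0.92) (camera adjusted p = 0.0736). Of 22 genes of glycolysis 2 were higher and 5 lower (7 and 7 when adjusted over the list alone), among them *Hk2* (-1.25) and *Pfkp* (1.00). Over 41 lists in liver camera called 9, and 0 with an estimated correlation (smallest adjusted p 0.561), and fry 12.

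*Fgf21*, a hormone gene of the fasting liver, rose by 3.93 (standard error 0.80, adjusted p = 0.024). Of the reference genes of the paper, *Gapdh* was lower in liver (-0.55, adjusted p = 0.028), *Actb* had 0.24 (adjusted p = 0.410) and *Eef1a1* -0.01 (0.18 with quantile normalization and 0.01 with normexp).

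In cortex, targets of glucocorticoids had a median log2 fold change of 0.22 (camera adjusted p = 1.6e-07; adjusted p = 0.173 with an estimated correlation), with *Sgk1* (0.67) and *Tsc22d3* (0.28) of the smallest p, and immediate early genes one of -0.35 (camera adjusted p = 0.0066; adjusted p = 0.580 with an estimated correlation). No member passed over all genes. Over 43 lists in cortex camera called 22, and 0 with an estimated correlation (smallest adjusted p 0.173), and fry 2.

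*Xist*, which female cells express, was not above background in cortex chow replicate 3 (2.86) and lay between 7.72 and 9.65 on the other 11 arrays. The genes *Kdm5d*, *Eif2s3y*, *Uty* and *Ddx3y* of the Y chromosome were not above background on that array or on any other. *Prl* was above background in liver chow replicate 3 (8.14). Probes bright on a single array, over 3 log2 units above the median, numbered 116 in liver and 102 in cortex. In 4 equal parts of the array by row they numbered 45, 34, 6 and 31 in liver and 2, 4, 21 and 75 in cortex.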
